# Identification of Differentially Expressed Genes in Leaf of *Reaumuria soongorica* under PEG-Induced Drought Stress by Digital Gene Expression Profiling

**DOI:** 10.1371/journal.pone.0094277

**Published:** 2014-04-15

**Authors:** Yubing Liu, Meiling Liu, Xinrong Li, Bo Cao, Xiaofei Ma

## Abstract

*Reaumuria soongorica* (Pall.) Maxim., a resurrection semi-shrub, is a typical constructive and dominant species in desert ecosystems in northwestern China. However, the gene expression characteristics of *R. soongorica* under drought stress have not been elucidated. Digital gene expression analysis was performed using Illumina technique to investigate differentially expressed genes (DEGs) between control and PEG-treated samples of *R. soongorica*. A total of 212,338 and 211,052 distinct tags were detected in the control and PEG-treated libraries, respectively. A total of 1,325 genes were identified as DEGs, 379 (28.6%) of which were up-regulated and 946 (71.4%) were down-regulated in response to drought stress. Functional annotation analysis identified numerous drought-inducible genes with various functions in response to drought stress. A number of regulatory proteins, functional proteins, and proteins induced by other stress factors in *R. soongorica* were identified. Alteration in the regulatory proteins (transcription factors and protein kinase) may be involved in signal transduction. Functional proteins, including flavonoid biosynthetic proteins, late embryogenesis abundant (LEA) proteins, small heat shock proteins (sHSP), and aquaporin and proline transporter may play protective roles in response to drought stress. Flavonoids, LEA proteins and sHSP function as reactive oxygen species scavenger or molecular chaperone. Aquaporin and proline transporters regulate the distribution of water and proline throughout the whole plant. The tolerance ability of *R. soongorica* may be gained through effective signal transduction and enhanced protection of functional proteins to reestablish cellular homeostasis. DEGs obtained in this study may provide useful insights to help further understand the drought-tolerant mechanism of *R. soongorica*.

## Introduction

Water deficit is one of the most significant abiotic stresses that influence germination, growth, development, and productivity of plants [1]. Drought stress causes stomatal closure, limited gas exchange, and reduced photosynthesis in plants [2]. Over-reduction of photosynthetic electron transport chain induces the generation of reactive oxygen species (ROS), such as singlet oxygen (^1^O_2_), superoxide anion (O_2_^−^), hydrogen peroxide (H_2_O_2_), and hydroxyl radical (•OH), which damage cellular structures and macromolecules [3]. Plants have enzymatic and non-enzymatic systems to eliminate ROS. Moreover, plants have developed drought-resistance strategies such as succulent leaves, formation of osmophilic globules, stomatal movement, and reduction of leaf water potential [4], [5]. The understanding of plant responses to water deficit have improved because of the application of molecular techniques. The expression of numerous genes in response to drought stress was described in previous studies [6], [7]. Seki et al. [8] classified the genes expressed during stress into two groups: (i) genes encoding proteins involved in signal transduction (protein kinases and transcription factors) and (ii) genes with products, such as late embryogenesis abundant (LEA) proteins, chaperone, osmoprotectants, and detoxification enzymes, that directly protect cells against stress. Genomic and transcriptomic analyses revealed that various transcriptional regulatory systems are involved in stress-responsive gene induction. Several different sets of *cis*- and *trans*-acting factors are known to be induced by drought stress at the molecular level [9]. A large number of metabolites and proteins have also been reported to be up regulated in response to drought stress [10].

*Reaumuria soongorica* (Pall.) Maxim. is an extreme xerophytic semi-shrub and a typical constructive and dominant species in the desert vegetation in China. *R. soongorica* forms the zonal landscape and is widely distributed in northwest China [11]. Water supply is one of the main limiting factors in the habitat of this species. The unique adaptive strategies in the morphology and physiology of *R. soongorica*, such as thick cuticle, hollow stomata, and accumulation of some low-molecular-weight metabolites, are attributed to its special distribution area [4]. *R. soongorica* is a vascular flowering plant with desiccation-tolerance. *R. soongorica* leaves wither and enter a state of dormancy during dehydration but is revived when water becomes available. Thus, *R. soongorica* is utilized as a valuable non-model species in exploring drought-tolerance mechanisms. Liu et al. [4] found sucrose, malate, and proline, which play important roles in osmoregulation in *R. soongorica* during water loss. Studies on the protection mechanism for photosynthetic properties, activity of antioxidant enzyme, and metabolite changes under drought stress have also been conducted [12], [13]. However, the molecular mechanism of drought tolerance in *R. soongorica* is still poorly understood. A preliminary genome survey, which included genome size, chromosome number, and karyotype, was conducted with *R. soongorica* [14]. In our previous study, the mitogen-activated protein kinase gene (*RsMPK2*) was isolated and its participation as possible mediator under different stresses was investigated [15]. We also identified and characterized the response of flavonone 3-hydrolase gene (*RsF3H*), a key enzyme-encoding gene involved in flavonoid biosynthesis pathway in drought treatment [16]. Recently, the transcriptome of *R. soongorica* was sequenced and analyzed to obtain valuable genetic information for the investigation on the molecular mechanism of drought tolerance [17]. Genetic information from the transcriptome of *R. soongorica* was also used to identify differentially expressed genes (DEGs) under drought stress to understand the mechanism of drought tolerance.

In recent years, with the increasing availability of sequence data, expression profiling has been used to identify DEGs in different tissues, organs, developmental stages or mutants and determine the expression patterns induced by stress in a large number of model and non-model organisms. Microarray analysis and suppression subtractive hybridization are powerful tools for isolating differentially expressed cDNAs that mediate complex biological processes in higher eukaryotes [18]. These technologies have been used in a number of animals and plants, such as *Aedesaegypti* [19], soybean [20], *Populuscanadensis* [21], *Scylla paramamosain* [22], cucumber [23], and navel orange [24]. Next-generation sequencing technologies offer new approaches for global measurements of gene expression with the advantage of high efficiency and low cost. Digital gene expression (DGE) tag profiling is based on ultra-high-throughput sequencing of cDNA fragments that uniquely tag the corresponding gene, thereby allowing direct quantification of transcript abundance [25]. DGE technology allows identification of millions of DEGs without the need for prior annotations and permits the analysis of organisms that lack genomic information. Thus, DGE has been widely utilized to monitor the differences in transcriptional responses among different tissues and organs in response to stress in silkworm [26], *Sagittariatrifolia* [27], *Dugesia japonica* [28], *Populus* [29], cotton [30], spruce [31], *Brassica napus* [32], and moss [33].

In this study, DEGs in leaves of *R. soongorica* in response to PEG-induced drought stress were examined using DGE tag profiling technology. Analysis of gene expression related to stress response provides further insight into the molecular mechanisms of stress tolerance in *R. soongorica*. Based on the putative functions of the identified genes, some important genes may be cloned. Moreover, the cloning of stress tolerance genes and determination of their expression patterns under drought stress may reveal attractive candidate genes and valuable information to improve drought stress tolerance of plants through genetic engineering.

## Materials and Methods

### Ethics Statement

*R. soongorica* is widely distributed in northwest China and is not listed as endangered or protected species. No specific permissions are required for sample collection in the Northern Mountain of Lanzhou, and that the field studies did not involve any endangered or protected species.

### Plant Materials and Drought Treatment

Seeds of *R. soongorica* were collected from the Northern Mountain of Lanzhou, Gansu, China (36°17′N, 103°48′E, 1700–1900 m elevation). Seeds were planted in the breeding base at the foothill. Three-year-old plants were transferred to a greenhouse under the following conditions: 150 µmol m^−2^s^−1^ (fluorescent tubes), photoperiod 16 h light/8 h darkness, day/night temperature of 25°C/20°C. The plants were washed with deionized water to remove surface contaminants. Soil attached to roots was also rinsed off with deionized water. The plants were then cultivated in 0.125×Murashige and Skoog medium solution (without vitamins and organics) with insufflating air for two weeks to accommodate the liquid environment during treatments. The samples were classified into untreated and PEG-treated groups. The untreated samples were maintained in cultivating conditions as previously described. For drought treatment, 15% PEG6000 was added to the culture solution of *R. soongorica*. All plants were treated for 12 h, from 6∶00 to 18∶00 local time. Leaves from each treatment were collected and immediately stored in liquid nitrogen for later use.

### DGE Library Preparation and Sequencing

Total RNA samples were isolated according to modified CTAB-method [34]. Quality and quantity analysis of total RNA, library construction, and sequencing were performed at the Beijing Genome Institute at Shenzhen, China. An extract of 8 µg of total RNA was obtained and treated with oligo (dT) magnetic bead adsorption to purify mRNA. Oligo (dT) was then used as primer in the synthesis of first- and second-strand cDNA. The 5′-ends of tags can be generated by two types of endonucleases, namely, NlaIII or DpnII. The bead-bound cDNA was subsequently digested with restriction enzyme NlaIII, which recognizes and severs CATG sites. Fragments other than 3′-cDNA fragments connected to oligo (dT) beads were washed away, and the Illumina adaptor 1 was ligated to the sticky 5′-end of the digested bead-bound cDNA fragments. The junction of the Illumina adaptor 1 and the CATG site constitutes the recognition site of MmeI, which is a type of endonuclease with separate recognition and digestion sites. MmeI breaks 17 bp downstream of the CATG site, producing tags with adaptor 1. After removing 3′ fragments with magnetic bead precipitation, the Illumina adaptor 2 was ligated to the 3′-ends of tags, thereby acquiring tags with different adaptors of both ends to form a tag library. After linear PCR amplification, fragments were purified by PAGE gel electrophoresis. During the quality control steps, Agilent 2100 Bioanalyzer and ABI Step One Plus Real-Time PCR System were used in the quantification and qualification of the sample library. Finally, the library was sequenced using Illumina HiSeq 2000 sequencer. The available raw data was then deposited in the NCBI Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55412).

### Analysis and Mapping of DGE Tags

Sequencing-received raw image data were transformed by base calling into sequence data. Prior to mapping the readings from the reference database, all sequences were filtered to remove 3′ adaptor sequence, low-quality sequences (tags with unknown sequences ‘N’), tags with a copy number of one (probably sequencing error), and tags that were long or too short, leaving clean tags of 21 nt. For annotation, all clean tags were mapped in reference sequences, and a mismatch of only 1 bp was considered. We obtained the combined transcriptome of *R. soongorica* with (suffix is “_3″) and (suffix is “_A”) (http://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-1543/) [17], which was used as reference database. Clean tags were mapped in reference sequences. The clean reads mapped in reference database from multiple genes were filtered. The remaining clean tags were used as unambiguous clean tags. The number of unambiguous clean tags for each gene was calculated and normalized to TPM (transcripts per million clean tags).

### Identification and Functional Annotation of DEGs

We used a rigorous algorithm method to identify DEGs between two samples. False discovery rate (FDR) was applied to determine the threshold of P-value in multiple tests and analysis. The DEGs were obtained through FDR ≤0.001 and |log_2_Ratio| ≥1. Gene ontology (GO) and pathway classification was used to determine the possible functions of all DEGs by mapping the GO (http://www.geneontology.org/) and KEGG (http://www.genome.jp/kegg/) databases.

## Results

### Analysis of DGE Libraries

The Illumina platform was used to perform high throughput tag-seq analysis on *R. soongorica* to investigate transcriptome responses to PEG-induced drought stress. Total RNA isolated from untreated and PEG-treated groups were named as libraries C and P, respectively. 

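Library C came from leaves of 3-year-old plants without PEG, and library P from leaves of plants kept in 15% PEG for 12 h. With 1 library per condition, no difference between C and P has a replicate check. Taken alone, these 2 libraries can measure only the sampling noise of the tag counts. In digital gene expression profiling, cDNA bound to oligo(dT) beads is cut by NlaIII at CATG, and a 21-nt tag that begins with the CATG next to the bead is sequenced. The authors removed adaptors, tags with unknown bases, tags with a single copy and tags of the wrong length. They mapped the remaining clean tags with at most 1 mismatch to the tags of the R. soongorica unigenes and dropped tags that fit several unigenes. For each unigene and library, the deposited values are the count of unambiguous tags, the TPM, and the sequence, CATG site and copy number of every tag. A unigene is a contig of the assembled transcriptome, and no chromosome position is known for it. According to the paper, the suffix of its identifier tells the 2 combined transcriptomes apart. TPM is the count per 1000000 clean tags of the library, without a correction for length. The ratio of counts to rounded TPM values only bounds the number of clean tags. The paper's numbers, 7026443 for C and 6913120 for P, were compatible with those bounds and were used. Of these, 2096998 tags in C and 1770002 tags in P were counted on unigenes in the files. These tags made up 29.84% (95% Wilson interval 29.81 to 29.88) of the clean tags of C and 25.60% (25.57 to 25.64) of those of P. They came from 44385 distinct tags on 20448 genes in C and from 42109 distinct tags on 19707 genes in P. One tag was worth 0.142 TPM in C and 0.145 TPM in P, and a level of 3 tags, taken as the floor, was 0.427 TPM in C and 0.434 TPM in P. The smallest count of a gene was 2 tags in both libraries. From the counts, a two-sided Fisher's exact test was computed for each of the 23661 genes with tags in C or P, with the other clean tags of each library as background, followed by Benjamini-Hochberg adjustment. The paper's thresholds, an FDR of 0.001 and an absolute log2 ratio of 1, were then applied, with a TPM of 0.01 in place of 0. Changing the library size from clean tags to the tags counted on genes moves the log2 ratio of every gene with tags in both libraries upwards, because P has 0.984 times the clean tags of C but 0.844 times its tags on genes.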

The major characteristics of the two libraries are summarized in Table 1. An average of 7,231,417 total sequence tags per library was obtained with 466,957 distinct tag sequences from the two libraries. Prior to mapping tag sequences to the reference sequences, adaptor tags were filtered (low-quality tags and tags with one copy) and produced approximately 6,969,782 total clean sequence tags per library with 211,695 distinct clean tag sequences. 

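Copy numbers are in the files for the tags that mapped unambiguously to genes, not for all clean tags. Among these distinct tags, 47.33% (95% Wilson interval 46.86 to 47.79) had more than 5 copies in C and 46.98% (46.50 to 47.45) in P, intervals that overlap. More than 20 copies were found for 21.23% (20.86 to 21.62) of the distinct tags in C and 20.72% (20.33 to 21.11) in P, and more than 50 copies for 11.68% (11.39 to 11.99) and 11.51% (11.20 to 11.81). Tags with more than 100 copies supplied 77.22% of the total tags on genes in C and 74.48% in P. The paper reads the copy numbers of its 2 libraries as following the same tendency.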

The distributions of the total and distinct clean tag copy numbers showed highly similar tendencies in the two libraries (Figure 1). Among the distinct clean tags, more than 60% of the distinct clean tags had 2 to 5 copies, 34% of the distinct clean tags had 5 to 100 copies, and 4.5% had copy numbers higher than 100.

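Over the 44385 distinct tags on genes in library C, 23379 (52.67%, 95% Wilson interval 52.21 to 53.14) had 2 to 5 copies, 17935 (40.41%, 39.95 to 40.87) had 6 to 100 copies and 3071 (6.92%, 6.69 to 7.16) had more than 100. Library P had 22328 of 42109 distinct tags with 2 to 5 copies (53.02%, 52.55 to 53.50), 16977 with 6 to 100 (40.32%, 39.85 to 40.79) and 2804 with more than 100 (6.66%, 6.42 to 6.90). Tags that mapped to no gene or to several genes are not in these numbers. The tags with 2 to 5 copies were 3.24% of the total tags on genes in C and 3.67% in P.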

**Figure 1:**
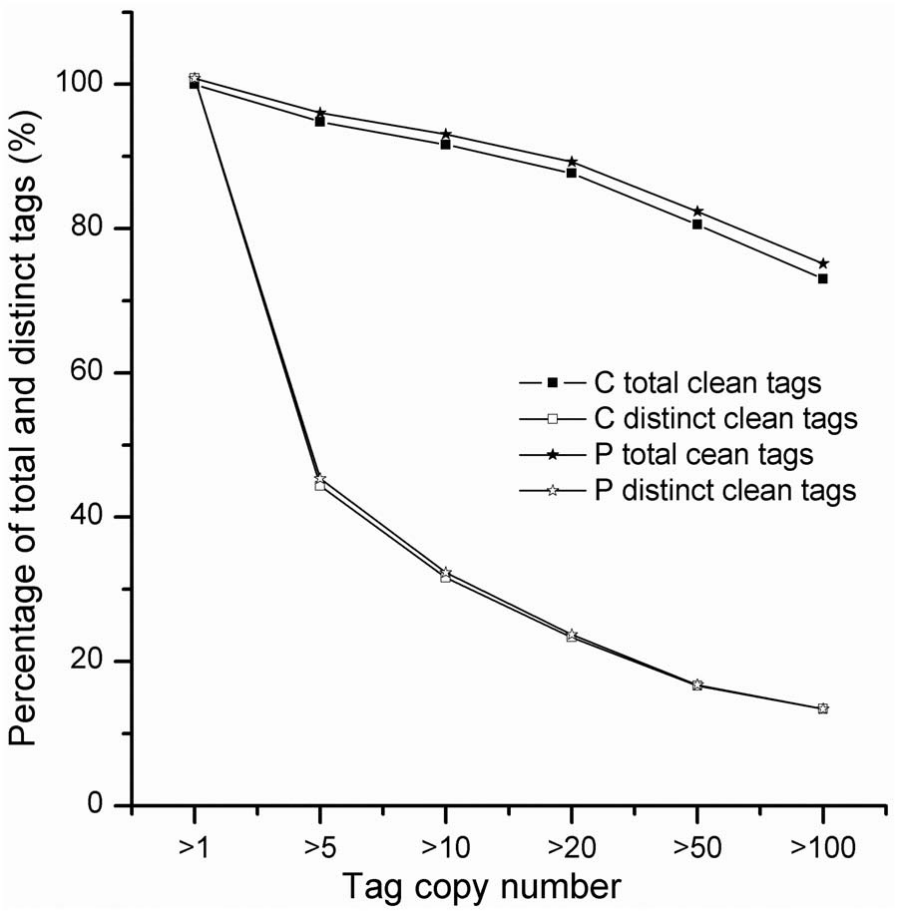
Distribution of total clean tag and distinct clean tag copy numbers from the libraries C and P. C represents the control group; P represents the PEG-treated group.

**Table 1:** Categorization and abundance of tags.

Summary		C	P
Raw tags	Total	7266032	7196802
	Distinct tags	445588	488325
Clean tags	Total number	7026443	6913120
	Distinct tag numbers	212338	211052
All tag mapping to gene	Total number	5869765	5356098
	Total % of clean tags	83.54%	77.48%
	Distinct tag numbers	110536	105096
	Distinct tag % of clean tags	52.06%	49.8%
Unambiguous tag mapping to gene	Total number	4261924	3722859
	Total % of clean tags	60.66%	53.85%
	Distinct tag numbers	85870	81776
	Distinct tag % of clean tags	40.44%	38.75%
All tag-mapped genes	Number	39354	38413
	% of ref genes	41.48%	40.49%
Unambigous tag-mapped genes	Number	27207	26381
	% of ref genes	28.68%	27.81%
Unknown tags	Total number	1156678	1557022
	Total % of clean tags	16.46%	22.52%
	Distinct tag numbers	101802	105956
	Distinct tag % of clean tags	47.94%	50.2%

Clean tags are tags that remained after filtering out dirty tags (low quality tags) from raw data. Distinct tags are different kinds of tags. Unambiguous tags are clean tags remaining after the removal of tags mapped to reference sequences from multiple genes. C represents the control group; P represents the PEG-treated group.

### Analysis of Tag Mapping

A reference gene database that included 94,878 sequences of the *R. soongorica* unigene was preprocessed for tag mapping. Among the sequences, genes with a CATG site accounted for 77.89%. To obtain the reference tags, all CATG+17 tags were used as gene reference tags. Finally, 218,791 total reference tag sequences with 182,184 unambiguous reference tags were obtained. 

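The files list 44385 distinct unambiguous tags for library C and 42109 for library P, each given with the unigene and the CATG site it belongs to, and no tag appears under more than 1 gene. They belong to 20448 genes in C and 19707 in P. Both libraries shared 16494 genes, while 3954 genes had tags only in C and 3213 only in P. The median gene was covered by 10 tags in C and by 9 in P. When only genes with at least 10 tags were kept, 10516 genes remained in C and 9844 in P. Clean tags that mapped nowhere are not in the files analysed here.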

Approximately 40.44% and 38.75% of the distinct clean tags were mapped unambiguously in the unigene database, and 47.94% and 50.2% of the distinct clean tags were not mapped to the unigene virtual tag database in libraries C and P, respectively (Table 1).

The sequencing saturation was analyzed in the two libraries to estimate whether the sequencing depth was sufficient for the transcriptome coverage. The genes that were mapped by all clean tags and unambiguous clean tags increased with the total number of tags. However, when the sequencing counts reached three million tags or higher, the number of detected genes was saturated (Figure S1). 

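The number of genes expected at a lower depth was computed from the unambiguous tag counts by drawing clean tags without replacement. With 1000000 clean tags, 14478 genes were expected in library C and 13831 in library P. With 3000000 clean tags the expectation was 18787 genes in C, 91.88% of the 20448 genes at full depth, and 18088 genes in P, 91.79% of 19707. The step from 3000000 to 4000000 clean tags added 847 genes in C and 838 in P, and the step from 5000000 to 6000000 added 250 and 239. Tags with a single copy had been removed before the counts were made, so genes seen only by such tags are outside these numbers. Their removal also forces the curves to flatten towards full depth. The small last steps therefore cannot decide whether the depth was sufficient. The paper describes the number of detected genes as saturated from 3000000 tags on.

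**Figure D1:**
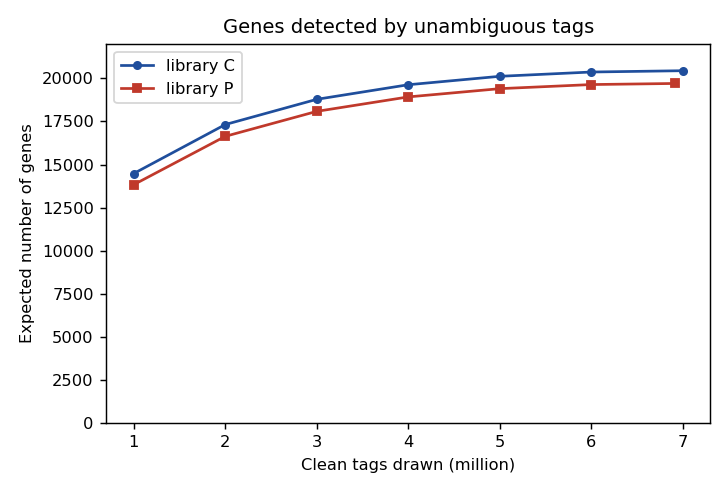
Expected number of genes detected by unambiguous tags (vertical axis) against the number of clean tags drawn, in units of 1000000 (horizontal axis), for library C (circles) and library P (squares), computed from 1 library each. Both curves rise steeply up to 3000000 clean tags, where they reach 18787 and 18088 genes, and end at 20448 and 19707 genes.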

Given that Illumina sequencing can distinguish transcripts originating from both DNA strands and the strand-specific nature of the sequencing tags obtained, we found approximately 27% and 26% of distinct tags, which were mapped insense transcripts of libraries C and P, respectively (Figure S2). Approximately 25% and 24% of distinct tags perfectly matched antisense transcripts, which suggested that antisense genes play important roles in the transcriptional regulation of drought response in *R. soongorica*.

### Drought-caused Changes in the Global Gene Expression in *R. Soongorica*

To obtain the transcriptional changes in PEG-treated *R. soongorica*, a rigorous algorithm method was applied to identify DEGs from normalized DGE data using pairwise comparison between the two groups (C and P). 

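Among the 23661 genes with tags in C or P, 2242 had an adjusted p-value of at most 0.001 in Fisher's exact test, and 1306 of these also had an absolute log2 ratio of at least 1, which is 5.52% of the genes tested (no replicates). Of the 1306 genes, 35 had no tag in C and 53 had no tag in P. In the library where a DEG was more abundant, it had at least 14 tags, with a median of 132. The choice of noise model moved this number most. With edgeR's exact test and an assumed biological coefficient of variation of 0.2 between plants, 74 genes passed both thresholds, and with 0.4 only 4 did. The Audic-Claverie test, which like Fisher's exact test counts sampling noise only, gave 1317 genes.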

Results showed that 1,325 genes had FDRs ≤0.001, and |log_2_Ratio| ≥1, which were declared to be the DEGs between the control and PEG-treated plants. 

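The 1306 DEGs were made up of 391 genes with a higher and 915 genes with a lower TPM in P, so that 70.06% (95% Wilson interval 67.52 to 72.48) were down-regulated. The median log2 ratio was 1.54 for the up-regulated and -1.50 for the down-regulated DEGs. Leaving aside genes without tags in 1 of the libraries, the largest rise was 5.36 and the lowest log2 ratio -7.32. A best match in the protein database was given for 248 of the up-regulated and 751 of the down-regulated DEGs. The split between the directions depended on the library size. With the tags counted on genes in place of all clean tags, 672 DEGs were up-regulated and 566 down-regulated, a down-regulated share of 45.72%.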

Among these genes, 379 (28.6%) genes were up-regulated and 946 (71.4%) were down-regulated in response to drought stress. 

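Over all 23661 genes with tags in C or P, 12995 genes (54.92%, 95% Wilson interval 54.29 to 55.55) had a lower TPM in P and 10666 a higher TPM (no replicates). For the 8799 genes with at least 10 tags in both libraries, the median log2 ratio was -0.18, with quartiles at -0.68 and 0.32, and 80.59% of these genes changed by less than 1. Taking the tags on genes as library size reduced the share of genes lower in P to 50.21%, and edgeR's TMM library sizes gave 51.26%. The paper states that drought treatment suppressed the expression of most genes.

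**Figure D2:**
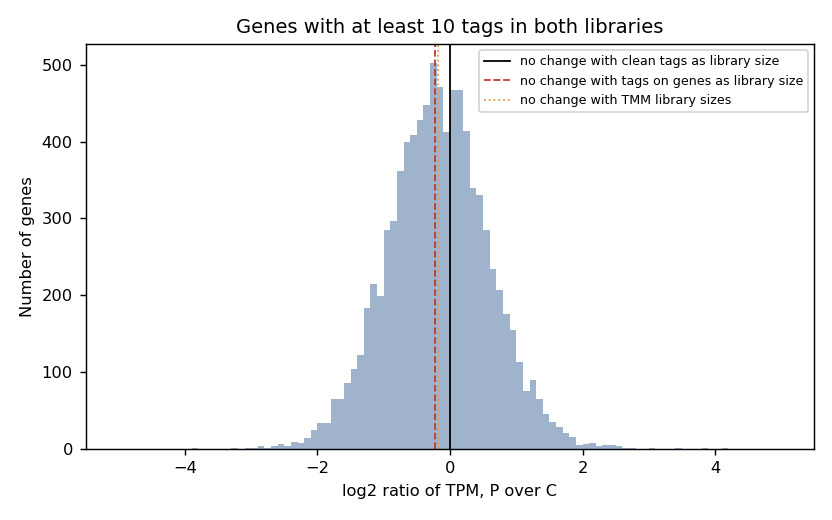
Histogram of the log2 ratio of TPM, P over C (horizontal axis), for the 8799 genes with at least 10 tags in both libraries, with the number of genes on the vertical axis. The solid line at 0 marks no change with clean tags as library size, and the dashed and dotted lines, both left of 0, mark where no change lies with the tags on genes and with TMM library sizes, next to the median of -0.18.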

The expression of most genes was suppressed after drought treatment.

Functional annotation was performed to assign the genes of *R. soongorica* with GO terms. The main GO terms included “cellular component”, “molecular function”, and “biological process”. A total of 535 DEGs were annotated as “cellular component”. 

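Of the 1306 DEGs found with Fisher's exact test, 530 carried at least 1 cellular component term in the files, 117 of them up-regulated and 413 down-regulated. This was 40.58% of the DEGs, against 30.32% of the 23661 genes tested (odds ratio 1.62, Fisher's exact test, adjusted p = 1.85e-14 over 121 classes). The files give the terms assigned directly to a unigene and do not add the broader terms above each of them. Among the direct terms, "chloroplast thylakoid" was assigned to 38 DEGs, 6 up-regulated and 32 down-regulated, and to 267 genes tested (adjusted p = 2.00e-06, Fisher's exact test). The term "plastid stroma" was assigned to 39 DEGs, of which 33 were down-regulated (adjusted p = 4.71e-05, Fisher's exact test). When the background was limited to genes with at least 10 tags in C or P, only 1 of the 121 classes still had an adjusted p-value of at most 0.05, against 27 with all genes.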

The categories of “cell part” and “cell” had the same proportion (88.0%), followed by “intracellular” and “intracellular part”, which accounted for 78.5% and 77.9% of assignments, respectively (Table S1). 

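A molecular function term was carried by 562 of the 1306 DEGs, with 135 up-regulated and 427 down-regulated. Among all 23661 genes tested, 7437 (31.43%) had such a term, against 43.03% of the DEGs (odds ratio 1.70, Fisher's exact test, adjusted p = 7.87e-18). The direct term "hydrolase activity, acting on glycosyl bonds" was assigned to 10 DEGs among 36 genes tested (odds ratio 6.63, Fisher's exact test, adjusted p = 2.32e-04). All 8 DEGs with the term "cis-trans isomerase activity" were down-regulated. With only genes of at least 10 tags as background, 1 of all 121 classes kept an adjusted p-value of at most 0.05 in Fisher's exact test.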

In addition, a total of 570 DEGs were annotated to “molecular function” terms. The categories “catalytic activity”, “organic cyclic compound binding”, and “heterocyclic compound binding” were prominent with 60.5%, 25.3% and 25.3% of assignments, respectively (Table S1). 

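Biological process terms were found for 515 of the 1306 DEGs, 123 up-regulated and 392 down-regulated. They made up 39.43% of the DEGs and 28.26% of the genes tested (odds ratio 1.71, Fisher's exact test, adjusted p = 1.68e-17). Among the terms assigned directly, "response to metal ion" was carried by 27 DEGs, 9 of them up-regulated, and "hormone-mediated signaling pathway" by 12 DEGs, 2 of them up-regulated (adjusted p = 0.012 for both, Fisher's exact test). The term "metabolic process" was assigned directly to 34 DEGs and "cellular process" to 8. Genes that belong to such a broad term only through a narrower one are not listed under it in the files. The background of genes with at least 10 tags, which left 1 of all 121 classes at an adjusted p-value of at most 0.05, limits these terms too.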

Furthermore, a total of 521 DEGs were annotated to “biological process” terms, in which 71.4% and 63.6% of the assignments belonged to “metabolic process” and “cellular process”, respectively, followed by “cellular metabolic process” and “primary metabolic process” (Figure 2).

**Figure 2:**
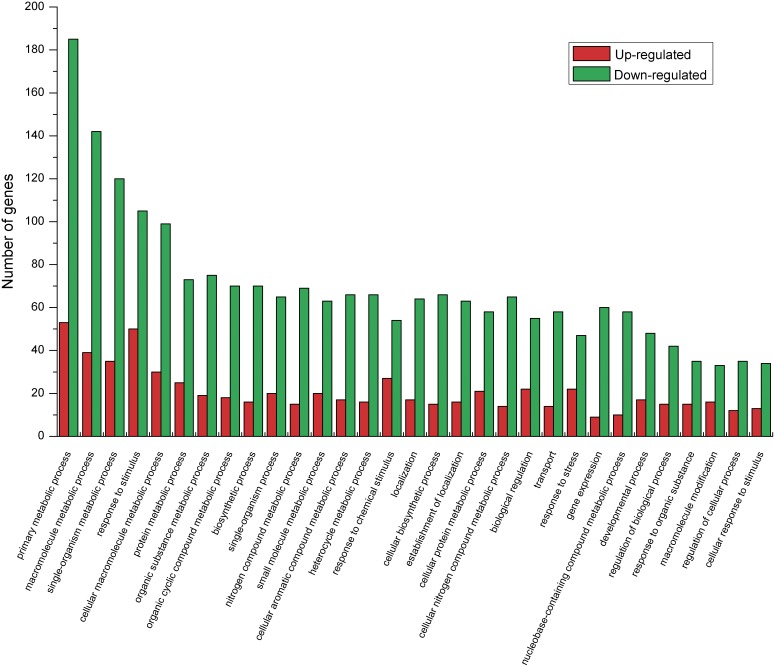
Gene classification based on gene ontology (GO) for DEGs in C and P libraries of *R. soongorica*. Only the biological processes were used for GO analysis. C represents the control group; P represents the PEG-treated group.

To characterize the functional consequences associated with drought response, a pathway analysis of the DEGs based on the KEGG database was performed. The results indicated that genes participating in the biosynthesis of secondary metabolites, plant hormone signal transduction, plant-pathogen interaction, amino sugar and nucleotide sugar metabolism, and ubiquitin-mediated proteolysis were differentially expressed in PEG-treated group (Table S2).

### Genes Associated with the Major Functional Group were Affected by PEG-induced Drought Stress

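The 5 up-regulated and the 5 down-regulated DEGs with the smallest p-values are mostly abundant genes, and other DEGs had larger log2 ratios (no replicates). Unigene21644_3, without a match in the protein database, rose from 6777 tags (964.50 TPM) in C to 19830 tags (2868.46 TPM) in P. Unigene38383_A, also without a match, rose from 1497 to 7174 tags, and Unigene6041_3, matching an unnamed grape protein, from 1272 to 6053. The log2 ratios of Unigene19380_A and Unigene21867_3 were 2.34 (standard error 0.07) and 1.81 (0.05). On the side of the falls, Unigene23377_3 went from 22503 tags (3202.62 TPM) to 2756 tags (398.66 TPM) and Unigene334_3 from 11712 to 2141, both without a match. CL3402.Contig1_A fell from 1304 tags to 14, and its main tag CATGTAAAAATTTAAAAGTCG from 1067 to 0. Unigene18899_A, annotated as a chlorophyll A/B binding protein, fell from 17386 tags (2474.37 TPM) to 3924 tags (567.62 TPM), a log2 ratio of -2.12 (standard error 0.03). Unigene18863_A, a vacuolar-processing enzyme precursor, fell from 5667 to 1733 tags. The standard errors hold the sampling noise of the counts alone. In edgeR's additive quasi-likelihood fit over 4 libraries, which estimates a variation between libraries, only 2 genes passed both thresholds. That fit averages the PEG effects with and without UV-B, and an effect that differs under UV-B enters the variation, so 2 is not the number of DEGs without UV-B. The paper concludes from the DEGs that a great number of genes responded to the stress.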

The global gene expression results showed that a great number of genes were significantly affected by PEG-induced drought stress. We classified the DEGs into three groups.

Group A was composed of some regulatory proteins, such as transcription factors, protein kinase, and other signaling molecules (Table 2). Twenty genes encoding protein kinase, including CBL-interacting protein kinase (CIPK), threonine protein kinase, receptor-like protein kinase (RPK), mitogen-activated protein kinase (MAPK) cascade, phosphoenolpyruvate carboxylase kinase, and other kinases, were remarkably changed under drought stress. 

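All 20 protein kinase genes of Table 2 are in the files and passed both thresholds in Fisher's exact test (no replicates). The grouping is the paper's, and not every best match is a protein kinase. Unigene2338_A matches phytochrome C, and Unigene633_3 a regulatory subunit of AMP-activated protein kinase. Unigene27156_3 matches pyruvate, phosphate dikinase, and CL4464.Contig2_3 pyruvate kinase. The CBL-interacting protein kinase gene CL2201.Contig1_3 had 182 tags (25.90 TPM) in C and 411 tags (59.45 TPM) in P, a log2 ratio of 1.20 (standard error 0.13, adjusted p = 1.56e-20, Fisher's exact test). A second gene of this family, Unigene9485_A, rose from 21 to 89 tags (log2 ratio 2.11, standard error 0.35). The serine/threonine kinase gene CL4525.Contig1_A rose from 35 to 108 tags. In the MAPK cascade, Unigene9581_3, which matches an R. soongorica mitogen-activated protein kinase, fell from 180 tags (25.62 TPM) to 74 tags (10.70 TPM, log2 ratio -1.26, standard error 0.20), and CL1583.Contig2_A fell from 549 to 247 tags. The receptor-like kinase gene Unigene32052_3 had 18 tags in C and 0 in P, where 3 tags would be 0.434 TPM. The phosphoenolpyruvate carboxylase kinase gene Unigene10286_A rose from 4 to 32 tags, and its log2 ratio of 3.02 carried a standard error of 0.73. The number of kinase genes past the thresholds depended most on the assumed variation between plants, since none of the 20 passed with a coefficient of variation of 0.2. The paper takes these changes as a marked response of protein kinases to drought.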

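Of the 20 protein kinase genes, 6 had a higher and 14 a lower TPM in P than in C. The median log2 ratio of the 20 genes was -1.14. The rises ranged from 1.20 to 3.02. Among genes with tags in both libraries, the falls ranged from -1.01 to -2.27, and 2 further genes had no tag in P. Several falls lay close to the threshold. With the tags on genes as library size, 6 of the 14 down-regulated kinases still passed both thresholds, while all 6 up-regulated ones did.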

The results showed that six genes were up-regulated, and 14 genes were down-regulated. Meanwhile, a total of 14 drought-activated or repressed transcription factor genes were identified from several different families including WRKY, NAC, MYC, TCP, and bZIP. 

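The 14 transcription factor genes of Table 2 had between 14 and 360 tags in the library where they were more abundant, with a median of 101 (no replicates). The WRKY gene Unigene30342_3 rose from 33 tags (4.70 TPM) in C to 102 tags (14.75 TPM) in P, a log2 ratio of 1.65 (standard error 0.29). The MYC gene Unigene27699_3 rose from 100 tags (14.23 TPM) to 330 tags (47.74 TPM, log2 ratio 1.75, standard error 0.16). The NAC gene CL7944.Contig1_3 fell from 100 to 31 tags, and a second NAC gene, Unigene31521_3, from 88 to 29. The TCP20-like gene CL7341.Contig1_3 fell from 318 to 117 tags, whereas another TCP20-like gene, Unigene25674_3, rose from 96 to 233. Of the bZIP genes, Unigene23673_3 fell from 360 to 144 tags and Unigene1336_3 rose from 33 to 80. With only genes of at least 10 tags entered into the adjustment, the number of down-regulated genes past the thresholds went from 7 to 9.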

In our results, five transcription factors were identified as up-regulated, whereas nine transcription factors were repressed. 

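In the files, 5 transcription factor genes had a higher and 9 a lower TPM in P. All 5 rises, with log2 ratios from 1.13 to 1.75, and 7 of the 9 falls passed both thresholds in Fisher's exact test. The other 2 lay just above the FDR threshold. The WRKY gene Unigene10063_3 had 14 tags in C and 0 in P (adjusted p = 0.0013, Fisher's exact test), and the UNE12 gene CL8097.Contig1_A had 57 and 22 tags (log2 ratio -1.35, standard error 0.36, adjusted p = 0.0011, Fisher's exact test). In the Audic-Claverie test both passed, which gave 5 up-regulated and 9 down-regulated genes.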

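As Table 2 groups them, kinases and transcription factors together made up 34 regulatory genes. Of these, 32 passed both thresholds in Fisher's exact test, 11 up-regulated and 21 down-regulated (no replicates). Up-regulated genes were therefore 34.38% of the regulatory DEGs. The balance moved most with the library size. With the tags on genes as library size, 11 genes were up-regulated and 11 down-regulated. From the larger number of decreases, the paper concludes that most regulatory proteins were repressed after 12 h.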

The expression profiles exhibited that the majority of regulatory proteins were repressed after 12 h of drought treatment.

**Table 2:** Selected DEGs between the C and P libraries.

Funtional group	Unigene ID	Gene annotation	TPM-C	TPM-P	Log_2_Ratio (C/P)
**Protein kinases**					
	Unigene 9485_A	CBL-interacting protein kinase	2.99	12.87	2.11
	CL2201. Contig1_3	CBL-interacting protein kinase	25.9	59.45	1.20
	CL4525. Contig1_A	threonine protein kinase	4.98	15.62	1.65
	Unigene 2338_A	threonine protein kinase	2.85	7.96	1.48
	Unigene 14518_A	serine/threonine-protein kinase	78.13	35.73	-1.13
	Unigene 32052_3	receptor-like protein kinase	2.56	0.01	-8
	Unigene 39297_A	receptor-like protein kinase	2.13	0.01	-7.73
	Unigene 52174_A	receptor-like protein kinase	6.26	1.3	-2.27
	CL2777. Contig2_3	receptor-like protein kinase	36.43	14.9	-1.29
	CL6483. Contig1_3	receptor-like protein kinase	16.94	7.67	-1.14
	Unigene 43240_A	receptor-like protein kinase	76.71	38.19	-1.01
	Unigene 21624_3	mitogen-activated protein kinase kinase kinase	7.26	1.59	-2.19
	CL1583.Contig2_A	mitogen-activated protein kinase kinase kinase	7.26	1.59	-2.19
	Unigene 9581_3	mitogen-activated protein kinase 2	25.62	10.7	-1.26
	Unigene 633_3	AMP-activated protein kinase	24.76	10.7	-1.21
	Unigene 21618_3	calcineurin B-like protein-interacting protein kinase	25.33	12.01	-1.08
	Unigene 10286_A	phosphoenolpyruvate carboxylase kinase	0.57	4.63	3.02
	Unigene 27156_3	pyruvate, phosphate dikinase	35.44	85.2	1.27
	CL4464. Contig2_3	pyruvate kinase	85.82	29.36	-1.55
	Unigene 50230_A	histidine kinase	40.28	17.94	-1.67
**Transcription factors**					
	Unigene 30342_3	WRKY transcription factor 7	4.7	14.75	1.65
	Unigene 10063_3	WRKY transcription factor 6–1	1.99	0.01	-7.64
	Unigene 27699_3	MYC protein	14.23	47.74	1.75
	CL7944. Contig1_3	NAC domain-containing protein	14.23	4.48	-1.67
	Unigene 31521_3	NAC domain-containing protein	12.52	4.19	-1.58
	Unigene 25674_3	transcription factor TCP20-like	13.66	33.7	1.30
	CL7341. Contig1_3	transcription factor TCP20-like	45.26	16.92	-1.42
	Unigene 22142_3	transcription factor TCP7-like	31.88	15.04	-1.08
	Unigene 21994_3	DNA binding protein	6.55	14.32	1.13
	Unigene 23673_3	transcription factor bZIP124	51.24	20.83	-1.29
	Unigene 1336_3	transcription factor bZIP12	4.7	11.57	1.29
	Unigene 28584_3	transcription factor UNE12	37.86	12.01	-1.66
	CL8097. Contig1_A	transcription factor UNE12	8.11	3.18	-1.35
	CL5168. Contig1_3	transcription factor UNE12	12.95	5.35	-1.28
**Flavonoids biosynthesis**					
	CL93. Contig1_A	UDP-glucose: glucosyltransferase	22.06	50.19	1.19
	CL1676. Contig1_A	Flavonol sulfotransferase-like protein	3.56	9.4	1.40
	CL2370. Contig2_3	flavonoid 3′-hydroxylase	10.39	25.6	1.30
	Unigene 1473_3	flavonoid 3′-hydroxylase	84.96	34.72	-1.29
	Unigene 19573_A	dihydroflavonol 4-reductase	1.14	17.65	3.95
**LEA proteins**					
	CL4558. Contig1_3	late embryogenesis abundant protein	5.84	12.73	1.12
	Unigene 442_3	late embryogenesis abundant protein group 9	7.54	22.57	1.58
**Heat shock proteins**					
	Unigene 18824_A	mitochondrial small heat shock protein	3.84	10.99	1.51
	CL12936. Contig1_A	heat shock protein 17.5 cytosolic class II	1.85	8.25	2.15
**aquaporin**					
	Unigene 39258_A	aquaporin	1.71	9.69	2.50
	Unigene 19242_A	aquaporin	426.96	176.77	-1.27
**Proline transporter**					
	CL1109. Contig2_A	proline transporter	7.54	27.34	1.86
**Cold shock protein**					
	Unigene 233_3	cold shock protein	11.53	58.44	2.34
**low temperature-induced protein**					
	Unigene 24454_A	low temperature-induced protein	0.01	2.03	7.67
**Dehydration-induced proteins**					
	Unigene 922_A	dehydration-induced proteins	10.67	21.99	1.04
**universal stress protein**					
	Unigene 25385_3	universal stress protein	93.22	263.56	1.50
**Resistance protein**					
	CL8753. Contig4_3	disease resistance protein	1.85	7.23	1.97
	CL6875. Contig2_3	disease resistance protein	0.01	2.03	7.67
	CL5118. Contig1_3	disease resistance protein	4.7	1.01	-2.22
	Unigene 26781_3	natural resistance-associated macrophage protein	1.28	16.49	3.69
	Unigene 28389_3	nematode resistance protein	36.86	77.68	1.08
**defensin precursor**					
	Unigene 26068_3	defensin precursor	20.92	87.08	2.06
**chitinase**					
	CL630. Contig2_3	class IV chitinase	3.7	67.84	4.20
	CL5695. Contig1_A	chitinase	6.4	41.8	2.71
	Unigene 30551_3	class IV chitinase	13.52	6.08	-1.15
	CL630. Contig3_3	class IV chitinase	60.91	27.63	-1.14

C represents the control group; P represents the PEG-treated group. The DEGs was selected through FDR ≤0.001 and |log_2_Ratio| ≥1.

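Table 2 lists 12 functional protein genes, all of which passed both thresholds in Fisher's exact test (no replicates), 5 for flavonoid biosynthesis, 2 for LEA proteins, 2 for heat shock proteins, 2 for aquaporins and 1 for a proline transporter. They had between 57 and 3000 tags in the library where they were more abundant. In the descriptions of the best matches, flavonoid biosynthesis words were found for 49 genes tested, of which 4 were DEGs, LEA words for 5 genes with 2 DEGs, and small heat shock protein words for 7 genes with 2 DEGs. Aquaporin words were found for 16 genes with 2 DEGs and proline transporter for 2 genes with 1 DEG. None of these 5 keyword classes held more DEGs than expected from all genes at an adjusted p-value of 0.05 (Fisher's exact test). With an absolute log2 ratio of at least 2 as threshold, 3 of the 12 genes remained, all up-regulated.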

Group B was composed of 13 functional protein genes, which included genes involved in flavonoid biosynthesis (6 DEGs), LEA protein (2 DEGs), small heat shock protein (sHSP) (2 DEGs), aquaporin (2 DEGs), and proline transporters (1 DEG) (Table 2). 

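Of the 12 functional protein genes, 10 were up-regulated and 2 down-regulated, with a median log2 ratio of 1.46. The rises ranged from 1.13 to 3.95 and the falls were -1.27 and -1.29. Taking functional and other stress proteins together, 21 of 26 DEGs (80.77%) were up-regulated, against 11 of 32 (34.38%) among kinases and transcription factors (Fisher's exact test, p = 5.40e-04). The genes were chosen for Table 2 by the paper, so the test compares the chosen genes only. With the tags on genes as library size the shares were 91.30% and 50%, a difference of 41.30 percentage points instead of 46.39. The paper contrasts the increase of functional genes with the repression of the regulatory ones.

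**Figure D3:**
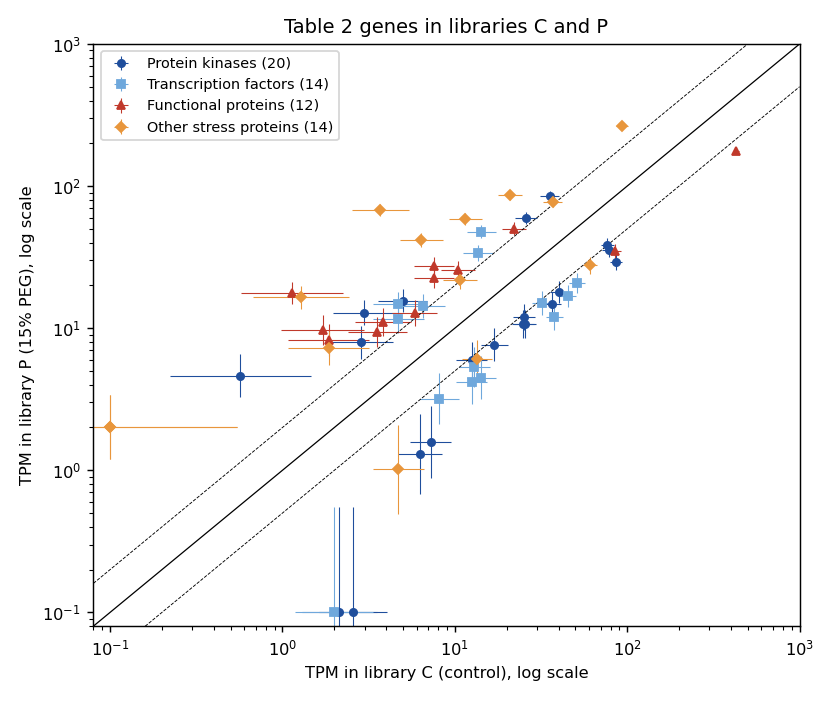
TPM in library P (vertical axis, log scale) against TPM in library C (horizontal axis, log scale) for the 60 genes of Table 2, with 95% Wilson intervals of the single libraries as bars. The solid line marks equal TPM and the dashed lines a log2 ratio of 1 in either direction, and genes without tags in a library are drawn at the edge of the plot. Most kinases (circles) and transcription factors (squares) lie below the solid line, and 21 of the 26 functional (triangles) and other stress proteins (diamonds) lie above it.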

Contrary to the expression of regulatory protein genes, most of the functional protein genes were up-regulated after 12 h of drought treatment.

Group C was composed of 14 proteins that were annotated as low-temperature-induced protein (1 DEG), dehydration-induced protein (1 DEG), defensing precursor (1 DEG), resistance protein (4 DEG), universal stress protein (1 DEG), and proteins involved in chitinase biosynthesis (4 DEGs) (Table 2). 

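All 14 genes of this group are in the files and passed both thresholds in Fisher's exact test (no replicates). Table 2 divides them into 1 cold shock protein, 1 low temperature-induced protein, 1 dehydration-induced protein, 1 universal stress protein, 5 resistance proteins, 1 defensin precursor and 4 chitinases. The universal stress protein gene Unigene25385_3 was the most abundant, with 655 tags (93.22 TPM) in C and 1822 tags (263.56 TPM) in P, a log2 ratio of 1.50 (standard error 0.07). The defensin precursor gene Unigene26068_3 rose from 147 tags (20.92 TPM) to 602 tags (87.08 TPM, log2 ratio 2.06, standard error 0.13). The smallest counts belonged to the low temperature-induced gene Unigene24454_A and the resistance gene CL6875.Contig2_3, which each had 0 tags in C and 14 in P. For these the log2 ratio depends on the value put in place of 0. It was 7.66 with a TPM of 0.01 and 3.93 with 1 tag added to both libraries.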

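In this group 11 genes were up-regulated and 3 down-regulated, with a median log2 ratio of 2.01. The largest rise among genes with tags in both libraries was 4.20, that of the chitinase gene CL630.Contig2_3, which went from 26 tags (3.70 TPM) to 469 tags (67.84 TPM). The 3 falls were the resistance gene CL5118.Contig1_3, from 33 to 7 tags, and the chitinase genes Unigene30551_3, from 95 to 42 tags, and CL630.Contig3_3, from 428 to 191. With the tags on genes as library size all 11 rises passed both thresholds and none of the 3 falls did. With an assumed coefficient of variation of 0.2 between plants, 4 of the 11 rises passed. The paper describes the change of these genes as a general upward trend.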

Similar to the alteration of functional protein genes, the expression of these 14 genes also exhibited a general upward trend.

## Discussion

Plants, which are sessile organisms, try to respond and adapt to stress by altering their gene expression patterns when they are subjected to adverse environments [7]. Therefore, the genes that showed different expressions are probably involved in stress response. Shinozaki and Yamaguchi-Shinozaki [10] reported that the drought-inducible genes identified can be classified into regulatory and functional proteins. The regulatory proteins include various transcription factors, protein phosphatases, protein kinases, and other signaling molecules that participate in further regulation of signal transduction and downstream gene expression. The functional proteins are composed of molecules, such as chaperones, water channel proteins, LEA proteins, mRNA-binding proteins, sugar and proline transporters, detoxification enzymes, and various proteases. In the present study, the DEGs between the leaves of drought-stressed and unstressed *R. soongorica* were investigated to conduct a global analysis of the transcriptomic response, which can facilitate our understanding of drought tolerance mechanisms. In our results, 1325 DEGs with 379 up-regulated and 946 down-regulated genes were detected. Our results are similar to that of Fan et al. [6], who also reported that down-regulated genes were more abundant than up-regulated in soybean leaves after drought exposure. Functional annotation analysis results indicated that many drought-inducible genes with various functions were identified in *R. soongorica*, including a number of regulatory proteins, functional proteins, and other inducible proteins in response to drought stress.

Regulatory proteins are involved in signal transduction pathways and in controlling the expression of functional genes in stress responses. In higher plants, many regulatory genes, such as those encoding protein kinases and transcription factors, are induced by environmental signals or stresses [35]. In this study, 20 DEGs encoding protein kinases were detected after drought treatment. Various protein kinases including CIPK protein, threonine protein kinase, MAPK, calcium-dependent protein kinases, and RPK are important regulatory proteins in the regulation of some stress-inducible genes [36]. Several experiments have demonstrated that protein kinase signaling conferred plant resistance to stress by regulating downstream functional genes [37], [38]. In addition, protein kinase also functions in regulating transcription factors [39]. A total of 14 genes encoding transcription factors, including WRKY, NAC, MYC, TCP, and basic region leucine zipper (bZIP), were also significantly differentially expressed. Transcription factors are important in regulating plant responses to biotic and abiotic stresses [40]. Altering the expression of certain transcription factors can greatly change the expression of a number of stress-related target genes that influence plant stress tolerance in transgenic plants [9], [10]. Thus, the alteration of protein kinases and transcription factors may function in the signal transduction process by regulating the expression of various functional genes in response to drought stress.

Aside from signaling transduction, plants adapt to adverse environment through the activation or up-regulation of genes that directly function in stress resistance [7]. Flavonoids are a class of secondary metabolites with diverse functions in growth, development, reproduction, and are also involved in diverse stress responses in plants. Flavonoids accumulate rapidly and play a protective role when plants are exposed to abiotic stress [41]. In recent years, several genes encoding important enzymes, such as phenylalanine ammonia-lyase, F3H, dihydroflavonol 4-reductase (DFR), and anthocyanin synthase, which are involved in the flavonoid biosynthetic pathway, were found to be up-regulated in response to different kinds of stresses, such as salinity, UV-B irradiation, water deficit, and nitrogen stress [41]–[44]. Increased expression of genes involved in the flavonoid pathway was detected in our previous study on *R. soongorica* [16]. 

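Among the flavonoid genes of Table 2, the dihydroflavonol 4-reductase gene Unigene19573_A rose from 8 tags (1.14 TPM) in C to 122 tags (17.65 TPM) in P, a log2 ratio of 3.95 (standard error 0.51, adjusted p = 4.77e-26, Fisher's exact test, no replicates). All 122 of these tags were CATGCCCACTAGAGAGCAAGC at the CATG site nearest the 3-prime end. The glucosyltransferase gene CL93.Contig1_A rose from 155 to 347 tags (log2 ratio 1.19, standard error 0.14). The flavonol sulfotransferase-like gene CL1676.Contig1_A rose from 25 to 65 tags. The files annotate the remaining 2 genes as cytochrome P450. CL2370.Contig2_3 rose from 73 to 177 tags, and Unigene1473_3 fell from 597 tags (84.96 TPM) to 240 tags (34.72 TPM). Over the 49 genes tested whose best match names a flavonoid enzyme, 26 had a lower and 23 a higher TPM in P. Of these 49 genes 4 were DEGs, 2 up-regulated and 2 down-regulated, and neither of the down-regulated ones is in Table 2. In edgeR's additive fit over the libraries with and without UV-B, the log2 ratio of Unigene19573_A was 1.46. It was -0.56 for CL1676.Contig1_A, and the other flavonoid genes of Table 2 kept their direction. Under UV-B, the PEG effect of all 5 flavonoid genes of Table 2 had the opposite sign, but some effects were small. The log2 ratios of UP against U were -0.13 (standard error 0.11) for CL93.Contig1_A and -0.38 (0.19) for CL2370.Contig2_3. They were -0.79 (0.37) for Unigene19573_A, -2.62 (0.44) for CL1676.Contig1_A and 0.75 (0.10) for Unigene1473_3. The paper relates the rise of these genes to flavonoid accumulation under stress.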

In the present study, most DEGs encoding key enzymes involved in flavonoid biosynthesis were also up-regulated, especially DEGs that encode UFGT, DFR, and F3′H. These findings are consistent with the results of other studies conducted on birch, potato, and rice after stress exposure [45]–[47]. The up-regulated genes may result in accumulation of flavonoids. Flavonoids may serve as signaling molecules in signaling cascades. Flavonoids also affect cellular function and modulate gene expression in response to adverse conditions [48]. Agati et al. [49] found that flavonoids directly scavenged the ROS brought about by stress. Therefore, up-regulation of flavonoid pathway genes may enhance the protective role of *R. soongorica*, thus leading to better drought tolerance.

Secondary metabolites and stress-responsive proteins, such as LEA proteins, accumulate naturally in the seeds of some desiccation-tolerant plants, and are also induced in vegetative tissues when subjected to water-limited conditions [50], [51]. LEA proteins, largely attributed to their extreme hydrophilic nature, have also been implicated in detoxification, sequestration of ions, maintenance of protein or membrane structure, binding water, and operation as molecular chaperones during dehydration [52]. In this study, two DEGs were identified as up-regulated LEA proteins. 

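The first LEA gene, Unigene442_3, matches a group 9 LEA protein of peanut and rose from 53 tags (7.54 TPM) in C to 156 tags (22.57 TPM) in P, a log2 ratio of 1.58 (standard error 0.23, adjusted p = 5.89e-12, Fisher's exact test, no replicates). The second, CL4558.Contig1_3, matches a Tamarix LEA protein and rose from 41 tags (5.84 TPM) to 88 tags (12.73 TPM, log2 ratio 1.13, standard error 0.27, adjusted p = 2.50e-04, Fisher's exact test). Of the 5 genes tested whose best match names an LEA protein, 4 had a higher TPM in P and 1 a lower. Both LEA genes kept their rise past the thresholds with the tags on genes as library size, and neither passed with an assumed coefficient of variation of 0.2 between plants.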

Our results are in agreement with the findings of Gechev et al. [53], who found high expression of LEA genes during drought and desiccation in leaves of *Haberlea rhodopensis*. We concluded that dehydration-induced expression of LEA transcripts is a common response in resurrection and desiccation sensitive plants [54]. Improved resistance to drought and salinity was also observed in transgenic rice when LEA was overexpressed [55]. Expression of LEA proteins in yeast confers improved resistance to high salinity and freezing [56]. These studies demonstrated that LEA proteins functions in binding water, maintenance of protein or membrane structure, or operation as molecular chaperones to enhance tolerance to dehydration, whereas few additional clues to the mechanism of protein function are provided.

Plant HSPs facilitate protein folding or assembly under diverse developmental and adverse environmental conditions. In this study, two small HSPs (sHSPs) encoding DEGs showed up-regulation under drought stress. One sHSP was annotated to mitochondrial sHSP (MT-sHSP), and the other was annotated as cytosolic sHSP17.5. 

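The mitochondrial small heat shock protein gene Unigene18824_A had 27 tags (3.84 TPM) in C and 76 tags (10.99 TPM) in P, a log2 ratio of 1.52 (standard error 0.32, adjusted p = 1.30e-05, Fisher's exact test, no replicates). Of these, 18 and 70 tags were CATGAAGTTTTTTTCTTTCTT. The gene for the cytosolic class II protein, CL12936.Contig1_A, rose from 13 tags (1.85 TPM) to 57 tags (8.25 TPM, log2 ratio 2.16, standard error 0.44, adjusted p = 9.21e-07, Fisher's exact test). Among 7 genes tested with a small heat shock protein as best match, 6 had a higher and 1 a lower TPM in P, and these 2 genes were the DEGs.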

Although the precise functional mechanism of sHSPs is still unclear, in vivo studies have shown that sHSPs function as molecular chaperones in stressful conditions and in normal development [57]. Overproduction of sHSP increased drought tolerance in transgenic rice seedlings [58]. MT-sHSP protects the electron transport complex I and prevents damage by ROS [59]. Lee et al. [60] found that transgenic plants with over-expression of MT-sHSP efficiently maintained membrane stability by scavenging ROS, and were conferred with enhanced tolerance to salinity. Ectopic expression of cytosolic sHSP 17.1 in *Arabidopsis thaliana* exhibited higher resistance to drought [61]. In a study conducted by Sato et al. [62], sHSP 17.5 showed molecular chaperone activity in vitro and represented an example of an HSP capable of protecting cells against thermal extremes. Therefore, these results indicated that the sHSPs may play roles in scavenging ROS or functioning as molecular chaperone to respond to drought stress.

The DEGs encoding aquaporins and proline transporter were also identified. Aquaporins are channel proteins of intracellular and plasma membranes that function in transporting water, small solutes (urea, boric acid, and silicic acid), and gases (ammonia and carbon dioxide). A specific role for aquaporins in embolism refilling and recovery of stem axial conductance after drought was proposed in grapevine [63]. In our results, two aquaporin genes were identified. 

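The up-regulated aquaporin gene, Unigene39258_A, belongs to the TIP subfamily of the tonoplast and rose from 12 tags (1.71 TPM) in C to 67 tags (9.69 TPM) in P, a log2 ratio of 2.50 (standard error 0.44, adjusted p = 2.25e-09, Fisher's exact test, no replicates). The down-regulated gene, Unigene19242_A, annotated as TIP1-1, was far more abundant and fell from 3000 tags (426.96 TPM) to 1222 tags (176.77 TPM, log2 ratio -1.27, standard error 0.05, adjusted p = 4.24e-161, Fisher's exact test). Its main tag, CATGGGTACTGGGATCTGGGA, accounted for 2884 of the tags in C and 1055 in P. With the tags on genes as library size its log2 ratio was -1.05.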

One aquaporin gene was up-regulated, whereas the other gene was down-regulated. An overall tendency of down regulation for aquaporin gene was observed. 

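Of the 16 genes tested with an aquaporin as best match, 11 had a lower and 5 a higher TPM in P, with a median log2 ratio of -0.38. Only the 2 genes of Table 2 passed both thresholds in Fisher's exact test (no replicates). The paper, which names 2 aquaporin genes, describes a general tendency towards lower expression.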

However, up regulation of certain aquaporin transcripts was also detected in rice and Arabidopsis leaves [64], [65]. Therefore, transcriptional control of aquaporins in drought-stressed leaves appears to be more complex [66]. Interestingly, transport of proline may also be affected by water deficit. A gene encoding proline transporter was up-regulated under drought stress in the present study, which is in agreement with the result of Rentsch et al. [67], who also observed the induction of a specific proline transporter in Arabidopsis under water deficit. 

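The proline transporter gene CL1109.Contig2_A, which matches a poplar proline transporter, rose from 53 tags (7.54 TPM, 95% Wilson interval 5.77 to 9.87) in C to 189 tags (27.34 TPM, 23.71 to 31.52) in P. The log2 ratio was 1.86 (standard error 0.22, adjusted p = 5.14e-18, Fisher's exact test, no replicates). Its tags came from 7 CATG sites, and CATGTCTTTGCTGATTTATAA at the site numbered 4 from the 3-prime end gave 43 tags in C and 160 in P. Both unigenes with a proline transporter as best match had a higher TPM in P. In the additive fit over the libraries with and without UV-B the log2 ratio was 1.36.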

The DEGs encoding aquaporins and proline transporter in *R. soongorica* may serve as an adaptive strategy by regulating water and proline distribution throughout the whole plant.

Moreover, in addition to two dehydration-induced 19 homologs, proteins that can be induced by other stresses were also detected in the study and annotated to low-temperature-induced (LT) protein, cold shock protein (CSP), defensin precursor, chitinase, disease resistance protein, natural resistance-associated macrophage protein, nematode resistance protein, and universal stress protein. 

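The DEHYDRATION-INDUCED 19 gene of Table 2, Unigene922_A, rose from 75 tags (10.67 TPM) in C to 152 tags (21.99 TPM) in P, a log2 ratio of 1.04 (standard error 0.20, adjusted p = 2.85e-06, Fisher's exact test, no replicates). The files hold 2 genes tested with this best match, both DEGs, 1 up-regulated and 1 down-regulated. The cold shock protein gene Unigene233_3 rose from 81 tags (11.53 TPM) to 404 tags (58.44 TPM, log2 ratio 2.34, standard error 0.18). The gene of the natural resistance-associated macrophage protein, Unigene26781_3, rose from 9 to 114 tags, all of them CATGCTCTACTCGGCTGCAAA, and the nematode resistance gene Unigene28389_3 from 259 to 537. Of 15 genes tested with a chitinase as best match, 4 were DEGs, 2 in each direction. With an assumed coefficient of variation of 0.2 between plants, Unigene233_3 and Unigene26781_3 stayed past the thresholds and Unigene922_A did not.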

LT proteins and CSPs are commonly induced by cold stress. Various genes are induced by both drought and cold stress, suggesting the existence of crosstalk between drought and cold-stress signaling pathways [10]. Defensins, chitinase, disease resistance proteins, natural resistance-associated macrophage protein, and nematode resistance protein were all found to be involved in the defense against phytopathogens [68]–[72]. Therefore, the identification of the genes in this study suggested that a crosstalk between drought and pathogen attack. The universal stress proteins can confer the ability to respond and adapt to environmental changes [73]. The identification of all these genes suggests crosstalk between responsive genes or pathways and multiple abiotic or even biotic stresses [23]. Moreover, these identified genes may provide gene resources for understanding the drought tolerance mechanism of *R. soongorica*.

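Across the 58 genes of Table 2 that passed both thresholds in Fisher's exact test, 32 were up-regulated and 26 down-regulated. Of these, 32 kinases and transcription factors contributed 11 rises and 21 falls, and the 26 functional and other stress proteins 21 rises and 5 falls (Fisher's exact test, p = 5.40e-04). The share of rises was 46.39 percentage points higher in the second group. The genes were chosen by the paper, so the test compares the chosen genes only. The difference was largest, 57.58 percentage points, when an absolute log2 ratio of at least 2 was required, with only 6 regulatory and 11 other genes left (Fisher's exact test, p = 0.0276). The paper describes the patterns of regulatory and functional proteins as different and worth exploring.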

Among the identified DEGs, most regulatory proteins were down-regulated, whereas the majority of functional proteins were up-regulated. The different expression patterns shown by the two groups are interesting and worthy to be explored. Therefore, we tried to discuss the probable interaction of regulatory proteins and functional proteins. Most gene regulators exhibit either antecedent or simultaneous change in the expression level when compared with their targets [74]. One reason is that it takes time for the regulator gene to express its protein product and affect (directly or indirectly) the transcription of its target gene [75]. Other reasons may have been caused by the different mRNA half-lives of the regulator and target genes, and the different profiles between regulator genes and functional genes may also indicate a feedback loop, where a target gene can regulate its regulator [76]. Given that signaling pathways are complex dynamic events that occur over time, single time point expression profiles in our study are insufficient to elucidate temporal events. The different expression profiles of regulatory and functional proteins observed in this study are interesting. Expression profiling experiment with a series of time points should be performed to elucidate this problem in further studies.

## Conclusions

Based on the putative function analysis of annotated DEGs, DEGs are classified into three groups. The first group, which includes protein kinases (CIPK and threonine protein kinase) and transcription factors (WRKY, MYC and TCP), regulates signal transduction. The second group includes genes involved in the biosynthesis of flavonoids in scavenging ROS, sHSP, LEA proteins, aquaporins, and proline transporter that represents functional genes that directly enhance drought-stress tolerance. The sHSP maintains protein or membrane structure and act as molecular chaperones that protect cells from injury under drought stress. Aquaporins and proline transporter regulates water or proline distribution throughout the whole plant. The third group contains proteins induced by other stress factors, which suggests that a crosstalk between different stresses. In conclusion, the tolerant ability of *R. soongorica* may be gained through effective signal transduction and enhanced protection of functional proteins to reestablish cellular homeostasis.

## Supporting Information

Figure S1 Sequencing saturation analysis of the two libraries. C represents the control group; P represents the PEG-treated group.
(TIF) Click here for additional data file.

Figure S2 Mapping of distinct clean tags in the two DGE libraries. C represents the control group; P represents the PEG-treated group.
(TIF) Click here for additional data file.

Table S1 Gene classification based on gene ontology (GO) for DEGs in C and P libraries of *R. soongorica*. C represents the control group; P represents the PEG-treated group.
(XLSX) Click here for additional data file.

Table S2 KEGG analysis for DEGs in C and P libraries of *R. soongorica*. C represents the control group; P represents the PEG-treated group.
(XLSX) Click here for additional data file.

## References

[1] OkcuG, KayaMD, AtakM (2005) Effects of salt and drought stresses on germination and seedling growth of pea (*Pisumsativum* L.). Turk J Agric For 29: 237–242.

[2] LawsonT, OxboroughK, MorisonJIL, BakerNR (2003) The responses of guard and mesophyll cell photosynthesis to CO_2_, O_2_, light, and water stress in a range of species are similar. J Exp Bot 54: 1743–52.1277352110.1093/jxb/erg186

[3] DatJF (1998) Parallel changes in H_2_O_2_ and catalase during thermotolerance induced by salicylic acid or heat acclimation in mustard seedlings. Plant Physiol 116: 1351–1357.953605210.1104/pp.116.4.1351PMC35042

[4] LiuYB, WangG, LiuJY, ZhaoX, TanHJ, et al (2007) Anatomical, morphological and metabolic acclimation in the resurrection plant *Reaumuria soongorica* during dehydration and rehydration. J Arid Environ 70: 183–194.

[5] McDowellN, PockmanWT, AllenCD, BreshearsDD, CobbN, et al (2008) Mechanisms of plant survival and mortality during drought: why do some plants survive while others succumb to drought? New Phytol 178: 719–739.1842290510.1111/j.1469-8137.2008.02436.x

[6] FanXD, WangJQ, YangN, DongYY, LiuL, et al (2013) Gene expression profiling of soybean leaves and roots under salt, saline–alkali and drought stress by high-throughput Illumina sequencing. Gene 512: 392–402.2306393610.1016/j.gene.2012.09.100

[7] HazenSP, PathanMS, SanchezA, BaxterI, DunnM, et al (2005) Expression profiling of rice segregating for drought tolerance QTLs using a rice genome array. Funct Integr Genomic 5: 104–116.10.1007/s10142-004-0126-x15480887

[8] SekiM, KameiyA, Yamaguchi-ShinozakizK, ShinozakiK (2003) Molecular responses to drought, salinity and frost: common and different paths for plant protection. Curr Opin Biotech 14: 194–199.1273232010.1016/s0958-1669(03)00030-2

[9] Yamaguchi-ShinozakiK, ShinozakiK (2005) Organization of *cis*-acting regulatory elements in osmotic- and cold-stress-responsive promoters. Trends Plant Sci 10: 88–94.1570834610.1016/j.tplants.2004.12.012

[10] ShinozakiK, Yamaguchi-ShinozakiK, SekiM (2003) Regulatory network of gene expression in the drought and cold stress responses. Curr Opin Plant Biol 6: 410–417.1297204010.1016/s1369-5266(03)00092-x

[11] MaJY, ChenT, QiangWY, WangG (2005) Correlations between foliar stable carbon isotope composition and environmental factors in desert plant *Reaumuria soongorica* (Pall.) Maxim. J Intergr Plant Biol 47: 1065–1073.

[12] LiuYB, ZhangTG, WangJ (2008) Photosynthesis and metabolite leaves levels in dehydrating leaves of *Reaumuria soongorica* . Acta Biol Cracov Bot 50: 19–26.

[13] BaiJ, GongCM, ChenK, KangHM, WangG (2009) Examination of antioxidative systems responses in the different phases of drought stress and during recovery in desert plant *Reaumuria soongorica* (Pall.) Maxim. J Plant Biol 52: 417–425.

[14] WangXH, ZhangT, WenZN, XiaoHL, YangZJ, et al (2011) The chromosome number, karyotype and genome size of the desert plant diploid *Reaumuria soongorica* (Pall.) Maxim. Plant Cell Rep 30: 955–964.2132739110.1007/s00299-011-1020-3

[15] LiuYB, LiXR, TanHJ, LiuML, ZhaoX, et al (2010) Molecular characterization of RsMPK2, a C1 subgroup mitogen-activated protein kinase in the desert plant *Reaumuria soongorica* . Plant Physiol Biochem 48: 836–844.2083305810.1016/j.plaphy.2010.07.001

[16] LiuML, LiXR, LiuYB, CaoB (2013) Regulation of flavanone 3-hydroxylase gene involved in the flavonoid biosynthesis pathway in response to UV-B radiation and drought stress in the desert plant, *Reaumuria soongorica* . Plant Physiol Biochem 73: 161–167.2412141710.1016/j.plaphy.2013.09.016

[17] ShiY, YanX, ZhaoPS, YinHX, ZhaoX, et al (2013) Transcriptomic analysis of a tertiary relict plant, extreme xerophyte *Reaumuria soongorica* to identify genes related to drought adaptation. PLoS One 8: e63993.2371752310.1371/journal.pone.0063993PMC3662755

[18] DiatchenkoL, LaueYF, CampbellAP, ChenchikA, MoqadamF, et al (1996) Suppression subtractive hybridization: a method for generating differentially regulated or tissue-specific cDNA probes and libraries. P Natl Acad Sci USA 93: 6025–6030.10.1073/pnas.93.12.6025PMC391828650213

[19] LertkiatmongkolP, PethuanS, JirakanjanakitN, RongnoparutP (2010) Transcription analysis of differentially expressed genes in insecticide-resistant *Aedes aegypti* mosquitoes after deltamethrin exposure. J Vector Ecol 35: 197–203.2061866710.1111/j.1948-7134.2010.00047.x

[20] AsakuraT, TamuraT, TerauchiK, NarikawaT, YagasakiK, et al (2012) Global gene expression profiles in developing soybean seeds. Plant Physiol Biochem 52: 147–153.2224591210.1016/j.plaphy.2011.12.007

[21] CarusoA, ChefdorF, CarpinS, DepierreuxC, DelmotteFM, et al (2008) Physiological characterization and identification of genes differentially expressed in response to drought induced by PEG 6000 in *Populus Canadensis* leaves. J Plant Physiol 165: 932–941.1792810010.1016/j.jplph.2007.04.006

[22] ChenFY, LiuHP, BoJ, RenHL, WangKJ (2010) Identification of genes differentially expressed in hemocytes of *Scylla* paramamosain in response to lipopolysaccharide. Fish Shellfish Immun 28: 167–177.10.1016/j.fsi.2009.10.01719854276

[23] ZhouXG, WuFZ (2009) Differentially expressed transcripts from cucumber (*Cucumis sativus* L.) root upon inoculation with *Fusarium oxysporum* f. sp. *cucumerinum* Owen. Physiol Mol Plant P 74: 142–150.

[24] DaXL, YuKQ, ShenSH, ZhangYJ, WuJX, et al (2012) Identification of differentially expressed genes in a spontaneous altered leaf shape mutant of the navel orange [*Citrus sinensis* (L.) Osbeck]. Plant Physiol Biochem 56: 97–103.2260945910.1016/j.plaphy.2012.04.008

[25] HongLZ, LiJ, Schmidt-KüntzelA, WarrenWC, BarshGS (2011) Digital gene expression for non-model organisms. Genome Res 21: 1905–1915.2184412310.1101/gr.122135.111PMC3205575

[26] GaoP, ChenAL, ZhaoQL, ShenXJ, QiuZY, et al (2013) Differentially expressed genes in the ovary of the sixth day of pupal “Ming” lethal egg mutant of silkworm, *Bombyxmori* . Gene 527: 161–166.2376992710.1016/j.gene.2013.05.049

[27] ChengLB, LiSY, XuXY, HussainJ, YinJJ, et al (2013) Identification of differentially expressed genes relevant to corm formation in *Sagittaria triflia* . PLoS One 8: e54573.2335938310.1371/journal.pone.0054573PMC3554737

[28] QinYF, FangHM, TianQN, BaoZX, LuP, et al (2011) Transcriptome profiling and digital gene expression by deep-sequencing in normal/regenerative tissues of planarian *Dugesia japonica* . Genomics 97: 364–371.2133373310.1016/j.ygeno.2011.02.002

[29] ChenS, JiangJ, LiHY, LiuGF (2012) The salt-responsive transcriptome of *Populussimonii × Populusnigra* via DGE. Gene 504: 203–212.2263461110.1016/j.gene.2012.05.023

[30] WeiMM, SongMZ, FanSL, YuSX (2013) Transcriptomic analysis of differentially expressed genes during anther development in genetic male sterile and wild type cotton by digital gene-expression profiling. BMC genomics 14: 97.2340227910.1186/1471-2164-14-97PMC3599889

[31] AlbouyehR, FarzanehN, BohlmannJ, RitlandK (2010) Multivariate analysis of digital gene expression profiles identifies a xylem signature of the vascular tissue of white spruce (*Piceaglauca*). Tree Genet Genomes 6: 601–611.

[32] JiangJJ, ShaoYL, DuK, RanLP, FangXP, et al (2013) Use of digital gene expression to discriminate gene expression differences in early generations of resynthesized *Brassica napus* and its diploid progenitors. BMC Genomics 14: 72.2336904510.1186/1471-2164-14-72PMC3608150

[33] NishiyamaT, MiyawakiK, OhshimaM, ThompsonK, NagashimaA, et al (2012) Digital gene expression profiling by 5-end Sequencing of cDNAs during reprogramming in the moss physcomitrella patens. PLoS One 7: e36471.2257416510.1371/journal.pone.0036471PMC3344888

[34] WangXH, XiaoHL, ChenGX, ZhaoX, HuangCH, et al (2011) Isolation of high-quality RNA from *Reaumuria soongorica*, a desert plant rich in secondary metabolites. Mol Biotechnol 48: 165–172.2113620810.1007/s12033-010-9357-3

[35] ShinozakiK, Yamaguchi-ShinozakiK (1996) Molecular responses to drought and cold stress. Curr Opin Biotech 7: 161–167.879133610.1016/s0958-1669(96)80007-3

[36] ZhuJK (2002) Salt and drought stress signal transduction in plants. Annu Rev Plant Biol 53: 247–273.1222197510.1146/annurev.arplant.53.091401.143329PMC3128348

[37] BollerT, FelixG (2009) A renaissance of elicitors: perception of microbe-associated molecular patterns and danger signals by pattern-recognition receptors. Annu Rev Plant Biol 60: 379–406.1940072710.1146/annurev.arplant.57.032905.105346

[38] LacombeS, Rougon-CardosoA, SherwoodE, PeetersN, DahlbeckD, et al (2010) Interfamily transfer of a plant pattern-recognition receptor confers broad-spectrum bacterial resistance. Nat Biotechnol 28: 365–369.2023181910.1038/nbt.1613

[39] TenaG, BoudsocqM, SheenJ (2011) Protein kinase signaling networks in plant innate immunity. Curr Opin Plant Biol 14: 519–529.2170455110.1016/j.pbi.2011.05.006PMC3191242

[40] ChenWQ, ProvartNJ, GlazebrookJ, KatagiriF, ChangHS, et al (2002) Expression profile matrix of Arabidopsis transcription factor genes suggests their putative functions in response to environmental stresses. Plant Cell 14: 559–574.1191000410.1105/tpc.010410PMC150579

[41] CastellarinSD, MatthewsMA, GasperoGD, GambettaGA (2007) Water deficits accelerate ripening and induce changes in gene expression regulating flavonoid biosynthesis in grape berries. Planta 227: 101–112.1769432010.1007/s00425-007-0598-8

[42] ParkJS, ChoungMG, KimJB, HahnBS, KimJB, et al (2007) Genes up-regulated during red coloration in UV-B irradiated lettuce leaves. Plant Cell Rep 26: 507–516.1708642010.1007/s00299-006-0255-x

[43] WaliaH, WilsonC, CondamineP, LiuX, IsmailAM, et al (2005) Comparative transcriptional profiling of two contrasting rice genotypes under salinity stress during the vegetative growth stage. Plant Physiol 139: 822–835.1618384110.1104/pp.105.065961PMC1255998

[44] HanYP, VimolmangkangS, Soria-GuerraRE, Rosales-MendozaS, ZhengD, et al (2010) Ectopic expression of apple F3′H genes contributes to anthocyanin accumulation in the Arabidopsis tt7 mutant grown under nitrogen stress. Plant Physiol 153: 806–820.2035713910.1104/pp.109.152801PMC2879788

[45] MoralesLO, TegelbergR, BroschéM, KeinänenM, LindforsA, et al (2010) Effects of solar UV-A and UV-B radiation on gene expression and phenolic accumulation in *Betulapendula* leaves. Tree Physiol 30: 923–934.2051967510.1093/treephys/tpq051

[46] AndréCM, SchafleitnerR, LegayS, LefèvreI, AliagaCAA, et al (2009) Gene expression changes related to the production of phenolic compounds in potato tubers grown under drought stress. Phytochemistry 70: 1107–1116.1966478910.1016/j.phytochem.2009.07.008

[47] LenkaSK, KatiyarA, ChinnusamyV, BansalKC (2011) Comparative analysis of drought-responsive transcriptome in Indica rice genotypes with contrasting drought tolerance. Plant Biotechnol J 9: 315–327.2080992810.1111/j.1467-7652.2010.00560.x

[48] WilliamsRJ, SpencerJPE, Rice-EvansC (2004) Flavonoids: antioxidants or signaling molecules? Free Radical Biol Med 26: 838–849.10.1016/j.freeradbiomed.2004.01.00115019969

[49] AgatiG, BiricoltiS, GuidiL, FerrniF, FiniA, et al (2011) The biosynthesis of flavonoids is enhanced similarly by UV radiation and root zone salinity in L. *vulgare* leaves. J Plant Physiol 168: 204–212.2085089210.1016/j.jplph.2010.07.016

[50] BattagliaM, Olvera-CarrilloY, GarciarrubioA, CamposF, CovarrubiasAA (2008) The enigmatic LEA proteins and other hydrophilins. Plant Physiol 148: 6–24.1877235110.1104/pp.108.120725PMC2528095

[51] TunnacliffeA, WiseMJ (2007) The continuing conundrum of LEA proteins. Naturwissenschaften 94: 791–812.1747923210.1007/s00114-007-0254-y

[52] BrayEA (1996) Plant responses to water deficit. Trends Plant Sci 96: 1360–1385.

[53] GechevTS, BeninaM, ObataT, TohgeT, SujeethN, et al (2013) Molecular mechanisms of desiccation tolerance in the resurrection glacial relic *Haberlea rhodopensis* . Cell Mol Life Sci 70: 689–709.2299625810.1007/s00018-012-1155-6PMC11113823

[54] ChallabathulaD, BartelsD (2013) Desiccation tolerance in resurrection plants: new insights from transcriptome, proteome and metabolome analysis. Front Plant Sci 4: 482.2434848810.3389/fpls.2013.00482PMC3842845

[55] XuD, DuanX, WangB, HongB, HoTHD, et al (1996) Expression of a late embryogenesis abundant protein gene, HVA1, from barley confers tolerance to water deficit and salt stress in transgenic rice. Plant Physiol 110: 249–257.1222618110.1104/pp.110.1.249PMC157716

[56] ImaiR, ChangL, OhtaA, BrayEA, TakagiM (1996) A lea-class gene of tomato confers salt and freezing tolerance when overexpressed in *Saccharomyces* cerevisiae. Gene 170: 243–248.866625310.1016/0378-1119(95)00868-3

[57] SunWN, MontaguMV, VerbruggenN (2002) Small heat shock proteins and stress tolerance in plants. Biochim Biophys Acta 1577: 1–7.1215108910.1016/s0167-4781(02)00417-7

[58] SatoY, YokoyaS (2008) Enhanced tolerance to drought stress in transgenic rice plants overexpressing a small heat-shock protein, sHSP17.7. Plant Cell Rep 27: 329–334.1796855210.1007/s00299-007-0470-0

[59] BanzetN, RichaudC, DeveauxY, KazmaierM, GagnonJ, et al (1998) Accumulation of small heat shock proteins, including mitochondrial HSP22, induced by oxidative stress and adaptive response in tomato cells. Plant J 13: 519–527.968099710.1046/j.1365-313x.1998.00056.x

[60] LeeKW, ChaJY, KimKH, KimYG, LeeBH, et al (2012) Overexpression of alfalfa mitochondrial HSP23 in prokaryotic and eukaryotic model systems confers enhanced tolerance to salinity and arsenic stress. Biotechnol Lett 34: 167–174.2212775910.1007/s10529-011-0750-1PMC3235403

[61] ZhangL, GaoYK, PanHT, HuWJ, ZhangQX (2013) cloning and characterization of a *Primula* heat shock protein gene, PfHSP17.1, which confers heat, salt and drought tolerance in transgenic *Arabidopsis thaliana* . Acta Physiol Plant 35: 3191–3200.

[62] SatoA, AllonaI, ColladaC, GuevaraMA, CasadoR, et al (1999) Heterologous expression of a plant small heat-shock protein enhances Escherichia coli viability under heat and cold stress. Plant Physiol 120: 521–528.1036440310.1104/pp.120.2.521PMC59290

[63] LovisoloC, SchubertA (2006) Mercury hinders recovery of shoot hydraulic conductivity during grapevine rehydration: evidence from a whole-plant approach. New Phytol 172: 469–478.1708367710.1111/j.1469-8137.2006.01852.x

[64] AlexanderssonE, FraysseL, Sjövall-LarsenS, GustavssonS, FellertM, et al (2005) Whole gene family expression and drought stress regulation of aquaporins. Plant Mol Biol 59: 469–484.1623511110.1007/s11103-005-0352-1

[65] GuoL, WangZY, LinH, CuiWE, ChenJ, et al (2006) Expression and functional analysis of the rice plasma-membrane intrinsic protein gene family. Cell Res 16: 277–286.1654112610.1038/sj.cr.7310035

[66] MaurelC, VerdoucqL, LuuDT, SantoniV (2008) Plant aquaporins: membrane channels with multiple integrated functions. Annu Rev Plant Biol 59: 595–624.1844490910.1146/annurev.arplant.59.032607.092734

[67] RentschD, HirnerB, SchmelzerE, FrommerWB (1996) Salt stress-induced proline transporters and salt stress-repressed broad specificity amino acid permeases identified by suppression of a yeast amino acid permease-targeting mutant. Plant Cell 8: 1437–1446.877690410.1105/tpc.8.8.1437PMC161269

[68] ThommaBP, CammueBP, ThevissenK (2002) Plant defensins. Planta 216: 193–202.1244753210.1007/s00425-002-0902-6

[69] HamidR, KhanMA, AhmadM, AhmadMM, AbdinMZ, et al (2013) Chitinases: an update. J Pharm Bioallied Sci 5: 21–29.2355982010.4103/0975-7406.106559PMC3612335

[70] McDowellMJ, WoffendenBJ (2003) Plant disease resistance genes: recent insights and potential applications. Trends Biotechnol 21: 178–183.1267906610.1016/S0167-7799(03)00053-2

[71] ThomineS, WangR, WardJM, CrawfordNM, SchroederJI (2000) Cadmium and iron transport by members of a plant metal transporter family in Arabidopsis with homology to Nramp genes. Proc Natl Acad Sci USA 97: 4991–4996.1078111010.1073/pnas.97.9.4991PMC18345

[72] WilliamsonVM (1999) Plant nematode resistance genes. Curr Opin Plant Biol 2: 327–331.1045900210.1016/S1369-5266(99)80057-0

[73] IsokpehiRD, SimmonsSS, CohlyHHP, EkunweSIN, BegoniaGB, et al (2011) Identification of drought-responsive universal stress proteins in viridiplantae. Bioinform Biol Insights 5: 41–58.2142340610.4137/BBI.S6061PMC3045048

[74] YuH, LuscombeNM, QianJ, GersteinM (2003) Genomic analysis of gene expression relationships in transcriptional regulatory networks. Trends Genet 19: 422–427.1290215910.1016/S0168-9525(03)00175-6

[75] FerrellJEJr (2002) Self-perpetuating states in signal transduction: positive feedback, double-negative feedback and bistability. Curr Opin Chem Biol 6: 140–148.10.1016/s0955-0674(02)00314-911891111

[76] ZouM, ConzenSD (2005) A new dynamic Bayesian network (DBN) approach for identifying gene regulatory networks from time course microarray data. Bioinformatics 21: 71–79.1530853710.1093/bioinformatics/bth463

How the deposited data were processed for this re-analysis (not part of the article)

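Digital gene expression tags of R. soongorica leaves were compared between library C, from untreated plants, and library P, from plants kept in 15% PEG for 12 h. The files analysed here hold 5 libraries, 1 per condition. Besides C and P they are U (UV-B), UP (UV-B and PEG) and 3 (UV-B, PEG and NaCl), which the paper does not report. Conditions were taken from the sample labels and the paper.

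The authors digested bead-bound cDNA with NlaIII, sequenced 21-nt tags, removed low-quality, single-copy and wrong-length tags, and mapped clean tags with at most 1 mismatch to the unigene tags, dropping tags of several genes. The deposited counts are the unambiguous tags per unigene, not normalized, and each equals the sum of the copy numbers of its tags. The deposited TPM values were made by the authors as counts per 1000000 clean tags of the library, without a length correction. The authors also gave tag sequences, CATG site numbers, Gene Ontology terms and the best match in the nr protein database. No genome was used.

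The clean tags per library were 7026443 for C and 6913120 for P as in Table 1. Those of the others, 6707336 for U, 7034720 for UP and 6831052 for 3, were inferred from the ratio of counts to TPM. Tags on genes were 2096998 in C, 1770002 in P, 1686118 in U, 1874492 in UP and 1983848 in 3. A level of 3 tags, taken as the floor, lay between 0.427 and 0.447 TPM. Shares carry 95% Wilson intervals, which hold sampling noise only.

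From the counts, the following was computed. Each of the 23661 genes with tags in C or P was tested with a two-sided Fisher's exact test of its tags against the other clean tags, with Benjamini-Hochberg adjustment. A gene was called a DEG at an adjusted p-value of at most 0.001 and an absolute log2 ratio of TPM of at least 1, with a TPM of 0.01 in place of 0. The paper gives these thresholds without naming its test. The standard error of a log2 ratio was computed from the counts plus 0.5. The PEG effect without UV-B (P against C) was compared with that in UV-B (UP against U) by Woolf's test of the difference of the log odds, adjusted over the 70 named genes. Gene Ontology terms with at least 5 DEGs and description keywords, 121 classes in all, were tested with Fisher's exact test against all genes tested. Genes named in the text are all 60 genes of Table 2 and the 5 up-regulated and 5 down-regulated DEGs with the smallest p-values, a rule fixed before the files were opened.

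The alternatives were the tags on genes, edgeR's TMM and a median of ratios as library size, the Audic-Claverie test, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, an additive edgeR quasi-likelihood fit of UV-B and PEG over C, P, U and UP with 1 residual degree of freedom, 1 tag added to both libraries, genes with at least 10 tags, an FDR of 0.05, an absolute log2 ratio of 2, and unigenes with identical counts counted once. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16 were used.

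The tests were tested on simulated data, with counts drawn from the real mean levels and 200 genes changed. The changed genes were picked above a minimum level, with a median absolute log2 ratio of 2.0026 under sampling noise. Real DEGs had medians of 1.54 for rises and -1.50 for falls, so the recoveries hold for larger changes than most of theirs. Under sampling noise alone Fisher's exact test found 188 of the 200 genes (94%) with 0 false calls. A limit of 95% had been set for this test and was lowered to 90% after the result was seen. With a coefficient of variation of 0.2 added it found 180 and made 124 false calls. edgeR's exact test with an assumed coefficient of 0.2 then found 59 genes with 0 false calls, and with 0.4 it found 0. The additive fit found 199 genes under sampling noise and 180 with the coefficient of 0.2, with 0 false calls in both, in data where PEG acted alike with and without UV-B. On the real counts it estimated a common coefficient of 0.5368, a level that was not simulated. With 1 library per condition, no outlier, leave-one-out or permutation test was possible. KEGG pathways, the broader Gene Ontology terms above those assigned directly, the strand of the tags and the tags that mapped nowhere are not in the files analysed here and were left out.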

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

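The files hold 3 libraries that the paper does not report, and each differed from C at many genes under the test and thresholds used for C and P. In U (UV-B), 2091 genes passed both thresholds, 558 up and 1533 down. In UP (UV-B and PEG) 1356 genes passed, 554 up and 802 down, and in 3 (UV-B, PEG and NaCl) 1050 genes passed, 616 up and 434 down. Between UP and U, which differ by PEG under UV-B, 1495 genes passed, 1053 up and 442 down. Doses and durations of UV-B, PEG and NaCl are not stated for these 3 libraries. Every library stands alone, so these counts rest on sampling noise only.

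A second PEG contrast, UP against U, was the only other pair of libraries that differs by PEG alone in its labels. It mostly pointed the other way from P against C. Of the 1279 DEGs between C and P with tags in UP or U, 311 (24.32%, 95% Wilson interval 22.04 to 26.74) moved in the same direction, against 41.97% of all genes. Of the 369 genes that were DEGs in both contrasts, 308 had opposite directions. Compared with C, 97.47% of the DEGs with tags in the pair moved in U as in P, 90.52% in UP and 71.55% in 3. U had no PEG, and these comparisons share library C with P against C, so they are not an independent check. Compared with P, which is shared too, 18.00% moved in the same direction in UP and 9.07% in 3. For 63 of the 70 named genes the PEG effects without and with UV-B differed at an adjusted p-value below 0.05 by Woolf's test of the difference, and 51 of the 70 had opposite signs. Woolf's test holds sampling noise only. The named genes were picked by their change between P and C, so part of the difference may come from that choice. The 51 include CL6875.Contig2_3, which had 0 tags in U and in UP, so its sign there has no meaning. For 19 named genes both effects passed the thresholds in opposite directions. The effect under UV-B minus that without, in log2 units, was 10.37 for CL3402.Contig1_A, 4.00 for CL7944.Contig1_3 (NAC), 3.58 for Unigene18899_A (chlorophyll A/B binding protein), 3.28 for Unigene31521_3 (NAC), 3.04 for Unigene30551_3 (chitinase), 2.96 for Unigene18863_A, 2.90 for Unigene23673_3 (bZIP), 2.59 for Unigene14518_A, 2.42 for CL1583.Contig2_A and 2.25 for CL630.Contig3_3 (chitinase). It was -7.77 for CL630.Contig2_3 (chitinase), -5.77 for CL5695.Contig1_A (chitinase), -4.88 for Unigene6041_3, -4.73 for Unigene19380_A, -4.06 for Unigene27699_3 (MYC), -4.01 for CL1676.Contig1_A, -3.78 for Unigene38383_A, -3.57 for Unigene30342_3 (WRKY) and -2.82 for Unigene27156_3.

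Several explanations were weighed for the opposite PEG effects, all but that of library size with predictions written after the share had been seen. Noise alone would leave about 50% of the DEGs in the same direction if rises and falls were equally common, because the contrasts share no library. They were not equally common with clean tags as library size, and 41.97% of all genes moved in the same direction. The observed 24.32% lay below both values. With the tags on genes as library size the share was 28.76%, so that change of library size did not remove the pattern. TMM library sizes were not tried for this share, although they turned the majority of DEGs between UP and U from up to down. Library size is therefore not excluded. The share of all genes was not computed with either library size. An exchange of the labels of U and UP could not be decided. The prediction compared the rank correlation of P with 3 to that of P with C, a difference of -0.0208, but this value involves neither U nor UP and would be the same after an exchange. Of the correlations that involve them, P was closer to U (0.916) than to UP (0.8972), as an exchange would give. C was closer to UP (0.8823) than to U (0.8606), also as an exchange would give. Library 3 was closer to UP (0.8997) than to U (0.8597), as the labels would give. A response shared by UV-B and PEG could not be decided either. The prediction was that the DEGs move in the same direction in U against 3, a pair that shares neither C nor P, and 86.29% did. Library 3 also had UV-B and PEG, so this follows only if the response is weaker where the treatments were combined, which is the pattern to be explained. No other pair of libraries had a rank correlation across genes as high as that of P and U. The pattern cannot be told apart from such a response, from exchanged labels or from plants that were more alike in P and U. For the plants, the variance of tag variant shares between P and U, beyond sampling noise, was 0.91 times the lowest of the other pairs, just above the 0.9 set for that explanation. A difference between preparation batches was not tested, as the labels give none. The labels give no PEG dose or duration for UP either, so a difference from P in these was not tested.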

How the results depend on the processing

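The alternatives were listed before the processed files arrived. Unchanged in direction and significance under every alternative that gave a value was the contrast between regulatory and other genes of Table 2, with a difference in the share of rises between 41.30 and 57.58 percentage points. It had no value with the assumed coefficients of variation or the additive fit, which left too few genes. The genes of Table 2 were chosen by the paper, so the contrast holds for the chosen genes only.

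The number of DEGs between C and P, 1306, stayed between 1213 and 1405 under other library sizes, the Audic-Claverie test, 1 added tag, the filter of 10 tags and identical unigenes counted once. It was 2544 (917 up, 1627 down) at an FDR of 0.05 and 333 (128 up, 205 down) at an absolute log2 ratio of 2. edgeR's exact test gave 74 (27 up, 47 down) with a coefficient of variation of 0.2 and 4 (0 up, 4 down) with 0.4, and the additive fit gave 2 (1 up, 1 down). The exact tests assume a variation between plants that 1 library per condition cannot measure, and in simulated data they missed most true changes. The additive fit estimates a variation, a coefficient of 0.5368 over 4 libraries with 1 residual degree of freedom. In simulated data it found 199 of 200 changes under sampling noise and 180 with a coefficient of 0.2, with 0 false calls in both. The simulated PEG effect was the same with and without UV-B, and no coefficient as high as 0.5368 was simulated. In the real libraries an effect that differs under UV-B enters the estimated variation, so its 2 DEGs do not give the number of DEGs without UV-B.

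The majority of down-regulated DEGs depended on the library size. Their share of 70.06% became 45.72% (672 up, 566 down) with the tags on genes, 51.36% (590 up) with TMM and 50.62% (599 up) with the median of ratios, and 100% and 50% in the fits that left 4 and 2 genes. The share of all genes lower in P, 54.92%, became 50.21%, 51.26% and 51.22% with these library sizes and 59.80% for genes with at least 10 tags. All 3 library sizes set P lower against C than clean tags do, which raises the ratio of every gene with tags in both.

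Of the 60 Table 2 genes, 58 passed. With coefficients of variation of 0.2 and 0.4 and the additive fit, 5, 0 and 0 passed, and at an absolute log2 ratio of 2, 17 did. At that ratio 2 kinases were up-regulated and 4 down-regulated, 0 and 0 transcription factors, 3 and 0 functional proteins, and 7 and 1 other stress proteins. With a coefficient of 0.2 only 1 functional and 4 other stress proteins passed, all up-regulated, and 0 in every other group and direction. With 0.4 and in the additive fit the number was 0 in all groups. Down-regulated kinases went from 14 to 6 with the tags on genes and to 7 with TMM and with the median of ratios, and down-regulated other stress proteins from 3 to 0 with all 3.

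For the libraries not used in the paper, an FDR of 0.05 gave 3784 DEGs for U against C, 2765 for UP against C, 2560 for 3 against C and 2885 for UP against U. The share of up-regulated DEGs crossed 50% with TMM for U against C (52.58%), 3 against C (44.63%) and UP against U (43.21%), and with the tags on genes for UP against C (57.59%). The share of DEGs with the same PEG effect under UV-B was 28.76% with the tags on genes, against 24.32%.

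Genes with at least 10 tags were 10516 in C and 9844 in P. Annotation classes past an adjusted p-value of 0.05 went from 27 to 15 with TMM DEGs and to 1 with genes of at least 10 tags as background. Scarce genes can seldom become DEGs, so a background that includes them may raise the share of any class of abundant genes. The fall from 27 to 1 is what this would give, but the abundance of the genes in each class was not compared.

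Single genes reversed only in the additive fit, which averages the PEG effects with and without UV-B. The log2 ratio became 0.20 for Unigene14518_A, 0.083 for CL1583.Contig2_A, 0.34 for CL7944.Contig1_3, 0.11 for Unigene31521_3, 0.13 for Unigene23673_3 and 0.39 for Unigene30551_3. It became -0.15 for Unigene27156_3, -0.19 for Unigene30342_3, -0.29 for Unigene27699_3, -0.56 for CL1676.Contig1_A, -0.22 for CL5695.Contig1_A, -0.033 for Unigene19380_A and -0.17 for Unigene6041_3. Of the other rows for named genes, 492 were unchanged, 259 lost and 6 gained significance. Depth limits genes with few tags, since no gene with fewer than 14 tags in its richer library became a DEG.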

Differences from the paper's values

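The files hold fewer unambiguous tags than Table 1. They give 2096998 tags on genes in C and 1770002 in P, where the paper's values are 4261924 and 3722859. Distinct unambiguous tags number 44385 in C and 42109 in P, against the paper's 85870 and 81776. No alternative set before the files arrived bears on these totals. Genes with unambiguous tags were 20448 in C and 19707 in P, and the paper gives 27207 and 26381. The paper's numbers of clean tags were compatible with the ratio of counts to TPM values, which only bounds them.

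In Table 2, 116 of the 120 TPM values and 47 of the 60 log2 ratios equal those of the files within rounding. For Unigene14518_A the files give 12.52 TPM in C and 5.93 TPM in P, and the paper's values are 78.13 and 35.73. For CL1583.Contig2_A the files give 78.13 and 35.73 TPM and a log2 ratio of -1.13, and the paper's values are 7.26, 1.59 and -2.19. The files hold 7.26 and 1.59 TPM, with a log2 ratio of -2.19, for Unigene21624_3, to which the paper gives the same values. For Unigene50230_A both TPM values are the same as the paper's, but their log2 ratio is -1.17 where the paper's is -1.67. With other library sizes the TPM of Unigene14518_A in P was 6.91 (tags on genes), 6.71 (TMM) or 6.73 (median of ratios) and that of CL1583.Contig2_A 41.65, 40.42 or 40.56. None of the alternatives closed these gaps.

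The number of DEGs, 1306 with 391 up and 915 down, was close to the paper's 1325, 379 and 946. Among the settings set before the files arrived, the Audic-Claverie test gave the paper's number of down-regulated genes, 946, together with 371 up-regulated ones. Of the transcription factors that the paper lists as down-regulated, 7 of 9 passed the thresholds in Fisher's exact test and 9 of 9 with the Audic-Claverie test, with genes of at least 10 tags, or at an FDR of 0.05. The Audic-Claverie test in turn left 9 instead of 11 up-regulated other stress proteins. The paper's text counts 1 more flavonoid gene, and 1 resistance protein fewer, than its Table 2 lists, and the numbers here follow the table. The text also mentions a pair of DEHYDRATION-INDUCED 19 homologs. The files hold 2 DEGs with that best match, 1 up-regulated and 1 down-regulated, of which Table 2 lists the up-regulated one.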

Other observations

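The excess of down-regulated DEGs was weighed against technical explanations, with predictions written after the DEG counts were known except for tags from another organism. It depended on the library size. In the deposited counts 25.60% of the clean tags of P fell on genes, against 29.84% in C. The paper's Table 1 gives higher shares for both libraries, and its share too is lower in P. With the tags on genes as library size, 45.72% of the DEGs were down-regulated. That library size raises the ratio of every gene with tags in both libraries, so the share falls whatever the cause. The value therefore cannot decide whether the excess comes from the share of tags counted on genes. A few abundant genes did not account for it, as the share of the 10 most abundant unigenes differed by -0.458 percentage points (P minus C). The share of tags from the CATG site nearest the 3-prime end differed by -1.12 percentage points. Unigenes whose best match is an oomycete, an alga other than green algae or another organism on a list of genera took a share that differed by -0.0011 percentage points. The other best matches are almost all plants, so tags of bacteria or fungi missing from the unigenes would not be seen. Whether fewer tags on genes in P reflects the drought or the library cannot be told from 1 library.

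For most of the DEGs that could be checked, the call did not rest on a variant at 1 tag site. Among 395 DEGs with at least 2 CATG sites of at least 10 tags in C or P, the weaker sites moved against the strongest in 13.42% and with it in 86.58%, where a variant was predicted beforehand to give at least 40% against. The other 911 DEGs have 1 such site or none and could not be checked.

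At many CATG sites a pair of tag sequences occurred that differ in sequence, and their shares differed between libraries. Counted were 1098 sites in 1049 genes where the second variant had at least 50 copies and at least 10% of both, with at least 20 copies in every library. CL630.Contig2_3 was left out because its variants had been seen before. At 1085 sites the variants differ by 1 base. The shares differed among the 5 libraries at 727 sites (66.21%, chi-square test, adjusted p-value of at most 0.001), whereas errors of sequencing would be shared by all libraries, so that at most 5% was predicted. The chi-square test holds the sampling noise of the copies only. A variation that arises in the preparation or amplification of a single library was not weighed. Different plants in each library were predicted to give more than 20% differing sites for every pair. The pairs ranged from 17.40% (P and U) to 32.70% (C and 3), with C and P at 25.68%, so the prediction held for 9 pairs and failed for P and U. Copies of a gene that respond differently to the treatment were predicted to leave under 0.5 times as many differing sites where the total changed little, and the ratio was 0.861 (23.45% against 27.24%). These predictions were made before the tests. None of the 3 explanations met its prediction. A mixture of a few plants per library, partly related, may still be a source, and the 17.40% for P and U is where it should be examined.

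Some genes had tag counts that differed strongly between libraries. The resistance gene CL6875.Contig2_3 had 0 tags in C, 14 in P, 0 in U, 0 in UP and 9 in 3. CL3402.Contig1_A had 1304 tags in C, 14 in P, 26 in U, 414 in UP and 3 in 3. Unigene23377_3 had 22503 tags in C and 2756, 3399, 3883 and 3134 in P, U, UP and 3. No explanation was tested for these genes.

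The genes of Table 2 differed in how far the PEG effect held under UV-B. Of 34 kinases and transcription factors, 6 moved in the same direction in UP against U as in P against C, and of 26 functional and other stress proteins 13 did (Fisher's exact test, p = 0.0115, a comparison chosen after the values were seen). Signs were counted whatever their size, and CL6875.Contig2_3, with 0 tags in U and UP, counted as opposite. Both LEA genes, both heat shock protein genes, both aquaporin genes and the proline transporter gene kept their direction, while all 5 flavonoid genes had the opposite direction. The cold shock protein gene Unigene233_3 had 81 tags in C and 404 in P, and 86 in U and 2015 in UP. The LEA gene Unigene442_3 had 53 and 156 tags, and 20 and 210.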
